# Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (*Oryza rufipogon* Griff.)

**DOI:** 10.1371/journal.pone.0146242

**Published:** 2016-01-11

**Authors:** Yi Zhou, Ping Yang, Fenglei Cui, Fantao Zhang, Xiangdong Luo, Jiankun Xie

## Abstract

Dongxiang wild rice (*Oryza rufipogon* Griff.) is the progenitor of cultivated rice (*Oryza sativa* L.), and is well known for its superior level of tolerance against cold, drought and diseases. To date, however, little is known about the salt-tolerant character of Dongxiang wild rice. To elucidate the molecular genetic mechanisms of salt-stress tolerance in Dongxiang wild rice, the Illumina HiSeq 2000 platform was used to analyze the transcriptome profiles of the leaves and roots at the seedling stage under salt stress compared with those under normal conditions. The analysis results for the sequencing data showed that 6,867 transcripts were differentially expressed in the leaves (2,216 up-regulated and 4,651 down-regulated) and 4,988 transcripts in the roots (3,105 up-regulated and 1,883 down-regulated). Among these differentially expressed genes, the detection of many transcription factor genes demonstrated that multiple regulatory pathways were involved in salt stress tolerance. In addition, the differentially expressed genes were compared with the previous RNA-Seq analysis of salt-stress responses in cultivated rice Nipponbare, indicating the possible specific molecular mechanisms of salt-stress responses for Dongxiang wild rice. A large number of the salt-inducible genes identified in this study were co-localized onto fine-mapped salt-tolerance-related quantitative trait loci, providing candidates for gene cloning and elucidation of molecular mechanisms responsible for salt-stress tolerance in rice.

## Introduction

Salt stress is a vital problem for plant growth and agricultural productivity. Rice (*Oryza sativa* L.) is one of the most important food crops in the world and also a model for genomic research in monocots [1]. However, salinity is one of the most devastating abiotic stresses in rice, and the salt-affected soils currently account for about 20% of the total paddy rice planting area. More seriously, the area of salt-affected irrigated land is expanding and spreading in China [2]. In recent years, many studies have provided valuable insight into the molecular and cellular mechanisms by which rice responds to and tolerate salinity [3–7]. However, the regulatory mechanisms involved in coordinating salt stress tolerance and plant growth are not fully understood.

Dongxiang wild rice (*Oryza rufipogon* Griff., hereafter referred as DXWR) is the progenitor of cultivated rice (*Oryza sativa* L.). DXWR, a Chinese type of wild rice grown in Jiangxi Province (28°14’N latitude and 116°30’E longtitude), is considered to be the northernmost region in the world where *O*. *rufipogon* is found [8]. DXWR grows in the natural habitats and possesses various characteristics resistant to biotic and abiotic stresses and abundant genetic diversity which have been lost in the cultivated rice. Thus, it is an extremely important resource for providing a valuable gene pool for rice genetic improvement. To date, numerous quantitative trait loci (QTLs) have been mined from the DXWR, which are involved in biotic and abiotic stress tolerances [9–14]. But, the instances of rice improvement in stress tolerances with the help of DXWR were still rather rare. So far, only two genes (OrbHLH001 and OrbHLH2) of DXWR were reported to be involved in the salt stress resistance [15, 16], but the molecular mechanism on the salt stress resistance of DXWR remained unclear.

Gene expression profiling is accelerating our progress toward a comprehensive understanding of the genetic mechanisms that control responses to environmental stress. Microarray analysis and tag-based sequencing approaches have been used to investigate over-all gene expression profiles in various plants [17–21]. However, these technologies have critical limitations, such as low throughput and low sensitivity [22]. Recently, next-generation high-throughput RNA sequencing technology (RNA-Seq) could overcome the drawbacks of array-based technologies. With the high resolution and sensitivity, the RNA-Seq could be used for discovering novel splice junctions, novel transcripts, alternative transcription start sites and rare transcripts [23]. Moreover, RNA-Seq data revealed a high level of reproducibility in both technical and biological replicates [24]. So far, the global gene expression in various plants has been profiled by RNA-Seq [25–29]. In addition, RNA-Seq has been applied to the identification of stress-inducible transcripts in rice [30, 31]. However, little effort is being expended in attempts to investigate stress resistances of DXWR using RNA-Seq.

Transcription factors are integral in linking salt sensory pathways to many tolerance responses. Core sets of transcription factor family genes are differentially expressed in response to elevated external salinity [32], including basic leucine zipper (bZIP) [33], WRKY [34, 35], APETALA2/ETHYLENE RESPONSE FACTOR (AP2/ERF) [36], MYB [37], basic helix-loop-helix (bHLH) [38], and NAC [39] families. These transcription factors, in turn, regulate the expression levels of various genes that may ultimately influence the level of salt tolerance of plants [40]. In rice, recent studies have indicated that a large number of transcription factors were involved in salt stress response, such as *OsMYB91* [7], *OsbZIP71* [41], *OsWRKY42* [42], *SERF1* [3], *OsTZF1* [43], and *OsNAC5* [44].

In rice, important traits such as salt-tolerance, yield and quality are controlled by polygenes or gene complexes that are described as quantitative trait loci (QTL). The recent development of rice molecular maps has facilitated the analysis of QTLs for many factors, such as yield [45], heading date [46], and seed dormancy [47]. The dissection of such a complex trait by means of the QTL mapping-approach will be of great significance for breeding by enhancing the salt tolerance of rice. QTL analyses of salt tolerance have been conducted by several researches [48, 49]. But, the identification of genes underlying QTLs could be time consuming and expensive [50]. To date, few key salt responsive genes were identified by QTLs.

In this study, we used the Illumina sequencing to perform deep transcriptome sequencing to compare the genome-wide differential expression between salt-treatment and normal condition DXWR at the seedling stage. Through identifying potential candidate genes involved in the salt stress response in DXWR, this work may provide useful information and potential genetic resources for the improvement of salt-tolerant characters in rice. Furthermore, this study may provide a starting point for the elucidation of the molecular mechanism underlying the salt stress response in DXWR.

## Materials and Methods

### Plant material and salt stress treatment

Seeds of Dongxiang wild rice (*Oryza rufipogon* Griff.; Dongxiang County, Jiangxi Province) and rice Xieqingzao B (*O*. *sativa* L. ssp. *indica*) were immersed in distilled water in the dark, and the uniformly germinated seeds were sown in 96-well plates supported by a plastic container. Seeds were grown in a growth chamber, as previously described [12]. The growth culture solution was renewed every 3 days. After the seedlings had been grown for 14 days, they were transferred on their 96-well plates into containers filled with 200 mM NaCl solution, or with control solution for 12 days. The seedlings were then recovered under normal solution for 3 days, and survival rates were calculated. The experiment was a randomized complete block design with three replications. For RNA-Seq analysis, 14-day-old seedlings of Dongxiang wild rice were grown with or without 200 mM NaCl treatment for 3 days and then the leaves (penultimate leaves) and total roots (separated from the culture solution and washed carefully) of these seedlings were collected and immediately frozen in liquid nitrogen, respectively. For RNA extraction from each treatment group, 10 plants were collected and mixed, to minimize the effect of transcriptome unevenness among plants.

### RNA extraction, cDNA library preparation and sequencing

Total RNA was extracted for the three biological replicates from the sampled leaf or root tissues collected from the ten seedlings for each biological replicate using the TRIzol kit following the manufacturer’s instructions (Invitrogen). Total RNA was then purified and concentrated using the RNeasy MinElute cleanup kit (Qiagen). The RNA quality was checked using Bioanalyzer 2100 (Agilent). Equal quantities of total RNA from three biological replicates for each tissue sample were then pooled for the following RNA sequencing. Magnetic beads with Oligo (dT) were used to isolate mRNA from the total RNA. Mixed with the fragmentation buffer, the mRNA is fragmented into short fragments. Then cDNA is synthesized using the mRNA fragments as templates. Short fragments were purified and resolved with EB buffer for end reparation and poly (A) addition. After that, the short fragments were connected with adapters. After agarose gel electrophoresis, the suitable fragments (200 bp) were selected for the PCR amplification as templates. The library was sequenced using the Illumina HiSeq^−^ 2000 platform.

### Reads filtration and assessment of differential gene expression

Before assembly, adaptor sequences, empty reads, low quality sequences with ‘N’ percentage over 10% and those containing more than 50% bases with a Q-value < 20 were removed using the Perl program written according to the custom method of Program editing. After filtering, the remaining reads were called clean reads and used for downstream bioinformatics analysis. The retained high-quality reads were mapped to the Nipponbare reference genome [51] by Tophat (-N 2-read-gap-length 3-read-edit-dist 3-read-realign-edit-dist 0-report-secondary-alignments-coverage-search-microexon-search-library-type fr-unstranded-b2-sensitive) [52], and then the resulting aligned reads were used to create a RABT (Reference Annotation Based Transcript) assembly using Cufflinks [53]. The sequence reads were submitted to GenBank GEO database under accession number GSE73181 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73181).

Expression levels for each gene were calculated by quantifying the reads according to the RPKM (reads per kilobase per million reads) method [54]. We used ‘FDR (false discovery rate) ≤ 0.001 and the absolute value of log_2_ RPKM ratio ≥ 1’ as the threshold to judge the significance of gene expression difference [55].

### Gene Ontology (GO) term analysis

Blast2GO program was used to classify unigenes to GO terms based on molecular function, biological processes and cellular components [56] for leaf and root tissues, at *p*-values < 0.05.

### Validation of RNA-Seq by qRT-PCR

qRT-PCR were performed to confirm a set of 32 differentially expressed genes (16 up-regulated and 16 down-regulated genes) randomly selected from each group of salt-inducible genes identified from RNA sequencing using a Chromo 4 real-time PCR detection system. Diluted cDNA was amplified using gene specific primers (S29 Table) and SYBR Green real-time PCR master mix (Toyobo). qRT-PCR was conducted with three biological replicates, and each sample was conducted at least in triplicate and normalized using *Tubulin* as an internal control [16].

## Results and Discussion

### Salt stress resistance assessment in the seedling stage of DXWR

To investigate the character of salt stress resistance in the DXWR seedlings, two-week-old seedlings of DXWR and Xieqingzao B (*O*. *sativa* L. ssp. *indica*, hereafter referred as XB), which is a representative maintainer line in hybrid rice breeding system in China [12] were exposed to the hydroponic solution with 200 mM NaCl for 12 days. When grown under normal, the DXWR and XB seedlings were all green and alive. After exposure to the salt stress, most DXWR seedlings remained green and showed continuous growth, whereas XB seedlings were all dead (Fig 1). The survival rate of the XB seedlings were 0%, but the survival rate of DXWR seedlings reached 80%. These results suggested that DXWR exhibited more salt-stress resistant than the cultivated rice XB at the seedling stage. In this study, 80% of DXWR seedlings were survival under 200 mM NaCl treatment for 12 days, in which the arrest of growth for many varieties of cultivated rice was generally found in previous studies [57–61]. Recent studies have proved that DXWR contained the genes involved in the improvement of salt tolerance in transgenic Arabidopsis [15, 16]. These results indicated that DXWR has the resistant to salt stress compared with the cultivated rice.

**Fig 1:**
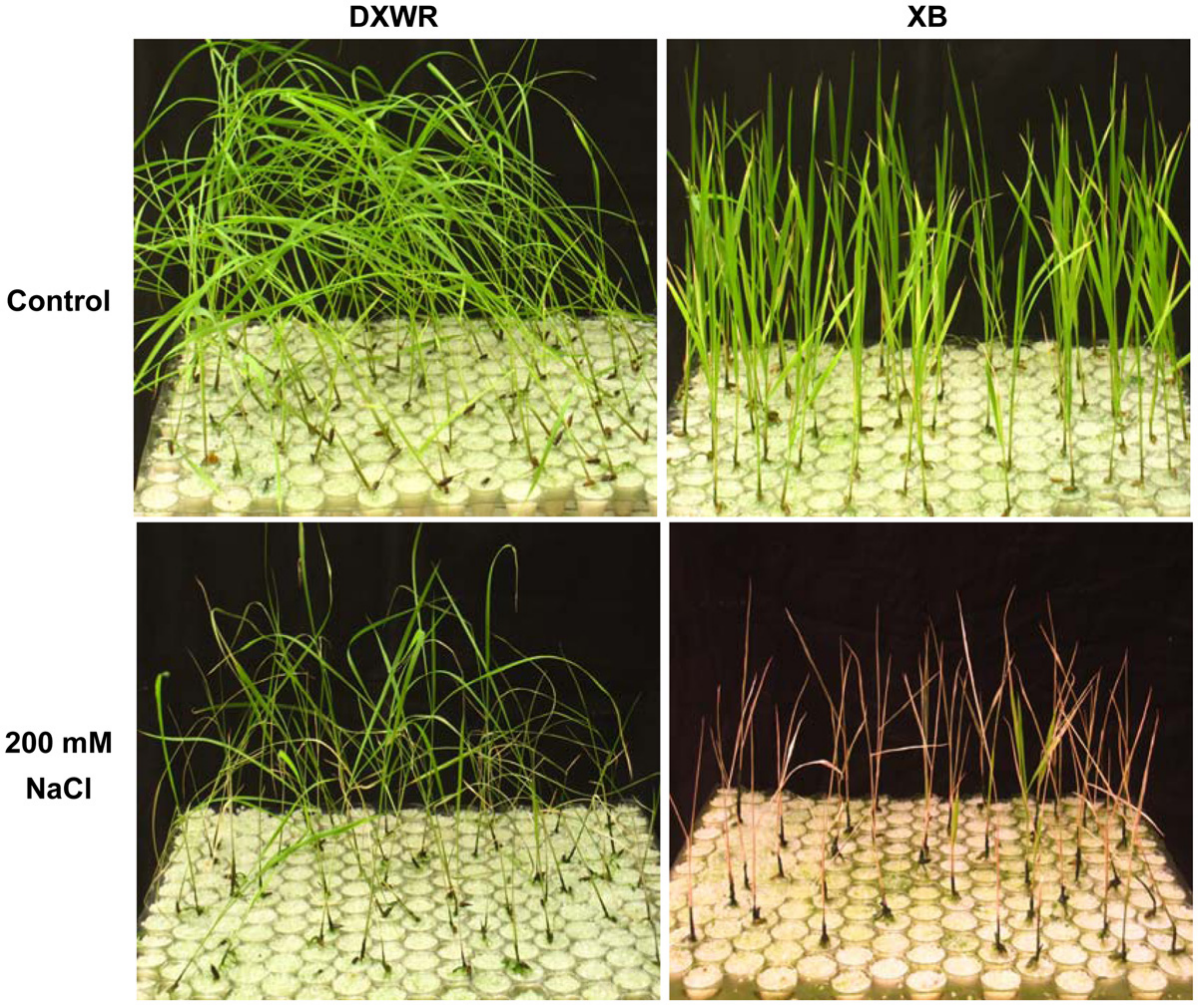
The seedlings of DXWR showed stronger salt resistance than the seedlings of XB.

### Sequencing statistics

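RNA-Seq was carried out on 4 cDNA libraries of Dongxiang wild rice (DXWR, Oryza rufipogon), a wild relative of cultivated rice. LCK and LS were made from leaves without and with salt treatment, and RCK and RS from roots without and with salt treatment. The seedlings were 14 days old and were kept for 3 days in solution with 200 mM NaCl or in control solution. The paper states that each biological replicate held 10 seedlings, whereas the sample labels state 3. Equal quantities of RNA from 3 biological replicates were pooled before sequencing, so each condition is 1 library. No RNA-Seq difference between conditions therefore has a replicate check within these libraries. The paper reports qRT-PCR with 3 biological replicates for 32 genes, the values of which are not analysed here. The authors filtered the reads and counted those matching uniquely to each annotated transcript of the japonica cultivar Nipponbare, which is listed by its locus identifier (LOC_Os). They deposited these counts without normalization, together with RPKM, the count scaled by the length of the transcript and by the uniquely gene-matched reads of the library, and the percentage of each transcript covered by reads. A total of 17816293 reads in LCK, 17894359 in LS, 16812042 in RCK and 17071704 in RS were counted on transcripts. These numbers are the depth used for every value reported, and they are smaller than the paper's 46784432, 48221828, 43588908 and 46715548 reads per library, because only unique matches to genes were counted. At this depth the smallest level that can be shown (3 reads) is 0.168 RPM (reads scaled by the counted reads of the library only) in LCK, 0.168 in LS, 0.178 in RCK and 0.176 in RS. Transcripts with at least 1 read numbered 32708 in LCK, 32330 in LS, 31280 in RCK and 32601 in RS, with a median of 61, 48, 61 and 62 reads per transcript. Across the 4 libraries, 39711 transcripts at 35861 loci had a read, and 3105 of these loci had more than 1 transcript listed.

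The libraries also differed in composition. The 10 most abundant transcripts took 3.90% of the counted reads in LCK and 6.99% in LS, and 4.31% in RCK and 3.50% in RS. From the deposited counts, the reads of the salt-treated and control libraries of each tissue were compared by the two-sided Audic-Claverie test, which asks whether a pair of counts differs by more than the sampling of reads allows. The p-values were adjusted by the Benjamini-Hochberg method over the 36033 transcripts with a read in LCK or LS and the 35253 with a read in RCK or RS. The paper's thresholds were kept. A transcript was called at an FDR of 0.001 or less and a log2 RPKM ratio of at least 1 in size. An RPKM of 0 was set to 0.001 before taking the ratio. Such a test compares the libraries, not the conditions. Its FDR and the 95% intervals of ratios cover counting error only. The intervals come from the Wilson interval of the share of reads from the salt-treated library. Single reads rather than pairs appear to have been counted, so reads of the same pair were treated as independent. To that extent the intervals are too narrow and the FDR too small even for counting error.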

In order to understand the molecular mechanism of salt tolerance of DXWR, RNA-Seq was used to investigate gene expression responding to salt stress at the seedling stage. cDNA libraries were prepared from the leaves and roots of DXWR seedlings and subjected to RNA-Seq analysis on the Illumina HiSeq 2000 platform. A total of 46.8 million, 48.2 million, 43.6 million and 46.7 million high-quality 100-bp paired-end reads were obtained from the leaf and root transcriptome libraries of DXWR seedlings under the normal condition (control) and salt treatment (Table 1). The *O*. *sativa* ssp. *japonica* cv. Nipponbare genome has been completely sequenced through a map-based sequencing strategy [62]. Lu et al. isolated and completely sequenced 1888 putative full-length cDNA clones from wild rice *Oryza rufipogon* Griff. W1943 for comparative analysis between wild and cultivated rice species. Homology searching of these cDNA sequences revealed that > 96.8% of the wild rice cDNAs were matched to the cultivated rice Nipponbare genome sequence [63]. So in this study, we selected the Nipponbare genome for the references genome to map the reads. The alignment results showed that 70.41–74.63% of the total reads mapped to the reference genome and 58.84–63.34% to the gene regions (including 68.06–73.17% and 36.54–38.57% uniquely matched), respectively (Tables 1 and 2). 

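The reads counted uniquely on transcripts in the deposited counts were 38.1% of the total reads of LCK (95% Wilson interval 38.07 to 38.10%), 37.1% of LS (37.09 to 37.12%), 38.6% of RCK (38.56 to 38.58%) and 36.5% of RS (36.53 to 36.56%). In both tissues the share was lower in the salt-treated library than in the control, by more than the counting error, although with 1 library per condition this has no replicate check. The counted reads give the unique matches to genes only. The matches to the whole genome and the multiple matches are not analysed here.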

We found that there was a significant difference in the percentage of reads mapping to the genome and gene regions, especially for the uniquely mapped reads. These results were similar with the previous study that about 72% of the total reads mapped to the genome and 46% to the gene regions (including 68% and 38% uniquely matched) for deep transcriptome sequencing of rhizome and aerial-shoot in *Sorghum propinquum* [28], suggesting that it might be result from the reads mapping to the intergenic regions and alternative mRNA splicing. The 25.37–29.59% of reads remained unmapped, attributing primarily to the gaps and diversity between DXWR and references genome sequences (Table 1). 

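Coverage, the percentage of a transcript's length that uniquely mapped reads cover, was listed by the authors for every transcript with a read. Transcripts covered over at least 50% of their length made up 63.9% of those with reads in LCK (95% Wilson interval 63.4 to 64.4%), 62.0% in LS (61.5 to 62.5%), 64.8% in RCK (64.2 to 65.3%) and 64.9% in RS (64.3 to 65.4%), a mean of 63.9% over the 4 libraries. Those covered over 20% or less made up 16.4%, 17.6%, 15.8% and 16.1%, a mean of 16.5%. The median coverage was 77.0% in LCK, 72.2% in LS, 78.1% in RCK and 78.8% in RS. Coverage followed the number of reads. In each library the transcripts covered over 20% or less had a median of 2 reads, and those covered over at least 50% had a median of 228 reads in LCK, 194 in LS, 212 in RCK and 213 in RS.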

On average, at least 50% of more than 60% of the mapped genes were covered by the uniquely mapped reads, and only ~15% of the genes had gene coverage of 20% or lower (S1 Fig), indicating a good quality of the transcriptome. Previous studies have revealed that asian cultivated rice (*Oryza sativa*) was domesticated from the wild species *Oryza rufipogon* [64] and the sequence of wild rice W1943 had a very high similarity with those of Nipponbare [63]. But, several W1943 cDNAs that did not match to the Nipponbare genomic sequence might be located in the gap of genomic sequence or might be related to wild rice W1943-specific genes [63], suggesting that it has some limitations for using the Nipponbare genome to map the reads of *Oryza rufipogon*.

**Table 1:** Summary of Illumina transcriptome reads mapped to the reference genome.

Reads mapping	Reads number (%)			
	LCK	LS	RCK	RS
Total reads	46,784,432	48,221,828	43,588,908	46,715,548
Total base pairs	4,678,443,200	4,822,182,800	4,358,890,800	4,671,554,800
Total mapped reads	34,881,473 (74.56)	35,987,794 (74.63)	31,979,139 (73.37)	32,890,448 (70.41)
Perfect match	25,627,140 (54.78)	26,067,640 (54.06)	23,267,595 (53.38)	23,839,427 (51.03)
≤ 3 bp mismatch	9,254,333 (19.78)	9,920,154 (20.57)	8,711,544 (19.99)	9,051,021 (19.37)
Unique match	34,230,815 (73.17)	34,972,876 (72.52)	31,136,589 (71.43)	31,795,999 (68.06)
Multi-position match	650,658 (1.39)	1,014,918 (2.1)	842,550 (1.93)	1,094,449 (2.34)
Total unmapped reads	11,902,959 (25.44)	12,234,034 (25.37)	11,609,769 (26.63)	13,825,100 (29.59)

LCK, LS, RCK, and RS denote the control and salt treatment of the leaves and roots, respectively.

**Table 2:** Summary of Illumina transcriptome reads mapped to the reference genes.

Reads mapping	Reads number (%)			
	LCK	LS	RCK	RS
Total reads	46,784,432	48,221,828	43,588,908	46,715,548
Total base pairs	4,678,443,200	4,822,182,800	4,358,890,800	4,671,554,800
Total mapped reads	29,634,341 (63.34)	29,995,403 (62.20)	26,743,293 (61.35)	27,488,576 (58.84)
Perfect match	22,232,426 (47.52)	22,165,310 (45.97)	19,983,467 (45.85)	20,422,362 (43.72)
≤ 5 bp mismatch	7,401,915 (15.82)	7,830,093 (16.24)	6,759,826 (15.51)	7,066,214 (15.13)
Unique match	17,816,293 (38.08)	17,894,359 (37.11)	16,812,042 (38.57)	17,071,704 (36.54)
Multi-position match	11,818,048 (25.26)	12,101,044 (25.09)	9,931,251 (22.78)	10,416,872 (22.30)
Total unmapped reads	17,150,091 (36.66)	18,226,425 (37.80)	16,845,615 (38.65)	19,226,972 (41.16)

LCK, LS, RCK, and RS denote the control and salt treatment of the leaves and roots, respectively.

### Identification of differentially expressed genes (DEGs) by RNA-Seq

Gene expression levels can be estimated from Illumina sequencing data based on the number of raw reads [65]. 

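In the leaves, 2216 of the 36033 transcripts tested were up-regulated in LS vs. LCK (6.15%, 95% Wilson interval 5.91 to 6.40%) and 4651 were down-regulated (12.9%, 12.6 to 13.3%). They lie at 2155 and 4581 loci. In the roots, 3105 of 35253 transcripts were up-regulated in RS vs. RCK (8.81%, 8.52 to 9.11%) and 1883 were down-regulated (5.34%, 5.11 to 5.58%), at 3036 and 1851 loci. The median log2 RPKM ratio of the up-regulated transcripts was 1.95 in the leaves and 2.09 in the roots, and that of the down-regulated transcripts was -1.84 and -1.56. A further 6162 transcripts in the leaves and 5432 in the roots passed the FDR threshold but not the threshold on the ratio. Intervals of shares of transcripts or genes, here and elsewhere, treat these as independent draws. They leave out the scaling of the libraries and the spread between plants.

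The depth behind the calls varied. At least 100 reads in the higher library were behind 1451 up- and 3068 down-regulated transcripts in the leaves, and 1946 and 1283 in the roots. No transcript with fewer than 12 reads in the higher library was called. For 198 up- and 331 down-regulated transcripts in the leaves, and 261 and 95 in the roots, 1 library had 0 reads, and the size of their ratio then depends on the RPKM of 0.001 given to 0. The numbers also depend on the spread assumed between libraries of the same condition, which 1 pooled library per condition does not show. With edgeR's exact test and an assumed biological coefficient of variation (BCV, the spread between replicates relative to the mean) of 0.4, 187 transcripts were up- and 287 down-regulated in the leaves, and 175 and 16 in the roots. This setting has little power here, since in simulated counts with a BCV of 0.2 it recovered 0 of 200 changes by a factor of 16. With library sizes rescaled by edgeR's TMM method, which allows for the composition of the libraries, the numbers in the leaves were 3062 up and 3381 down.

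The largest changes are given as the reads in the control and salt-treated library, followed by the log2 ratio of reads per counted reads with 1 read added to each count. In the leaves the largest rises were those of LOC_Os04g33920.1 (0 and 1069 reads, 10.06), LOC_Os11g26570.1 (2 and 3110 reads, 10.01) and LOC_Os06g46740.1 (10 and 9658 reads, 9.77), and the largest falls were those of LOC_Os03g04530.1 (1040 and 0 reads, -10.03), LOC_Os03g46920.1 (1019 and 0 reads, -10.00) and LOC_Os05g34700.1 (597 and 0 reads, -9.23). In the roots, LOC_Os07g23660.1 (0 and 2828 reads, 11.44), LOC_Os01g43740.1 (3 and 2538 reads, 9.29) and LOC_Os07g23640.1 (19 and 10642 reads, 9.03) rose most, and LOC_Os11g15670.1 (407 and 0 reads, -8.69), LOC_Os04g27070.1 (1811 and 6 reads, -8.04) and LOC_Os12g04350.1 (257 and 0 reads, -8.03) fell most.

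**Figure D1:**
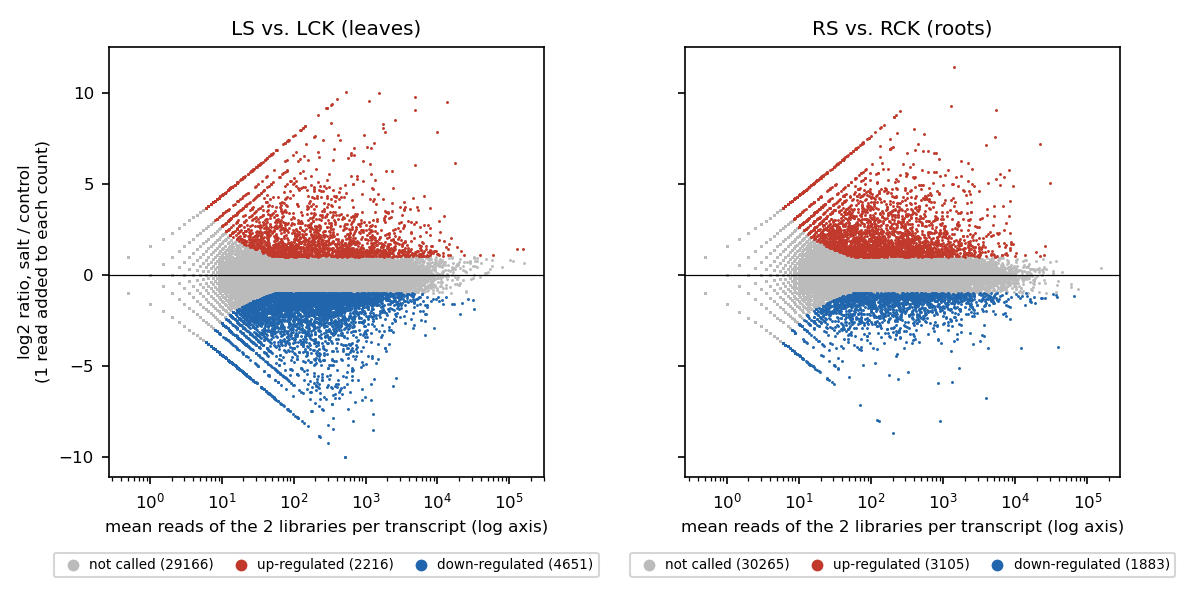
Log2 ratio of salt-treated to control reads (vertical axis, 1 read added to each count) against the mean reads of the pair of libraries (horizontal log axis), with 1 point per transcript for leaves (left) and roots (right) and called transcripts in red (up) and blue (down). The called transcripts lie above and below the grey band of the others, with 2216 up and 4651 down in the leaves (3062 and 3381 with TMM) and 3105 up and 1883 down in the roots.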

Putative DEGs from the treatment vs. control (LS vs. LCK and RS vs. RCK) were identified and a total of 2,216 transcripts showed up-regulation (S1 Table) and 4,651 transcripts showed down-regulation (S2 Table) in LS vs. LCK, whereas 3,105 transcripts showed up-regulation (S3 Table) and 1,883 transcripts showed down-regulation (S4 Table) in RS vs. RCK (Fig 2). 

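Of the 1877 transcripts called in both LS vs. LCK and RS vs. RCK, 1635 changed in the same direction. The 892 transcripts up-regulated in both tissues were 40.3% of those up-regulated in the leaves (95% Wilson interval 38.2 to 42.3%) and 28.7% of those up-regulated in the roots (27.2 to 30.3%). The 743 transcripts down-regulated in both tissues were 16.0% of the leaf list (15.0 to 17.1%) and 39.5% of the root list (37.3 to 41.7%). With an assumed BCV of 0.4, 26 transcripts were up-regulated and 0 down-regulated in both tissues.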

Among the DEGs, 892 transcripts were up-regulated and 743 transcripts were down-regulated in both the LS vs. LCK and RS vs. RCK. 

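Transcripts called in opposite directions numbered 242, or 12.9% of those called in both tissues (95% Wilson interval 11.5 to 14.5%). The 41 transcripts up-regulated in the leaves and down-regulated in the roots had median log2 RPKM ratios of 1.81 and -1.66. The 201 changing the other way had medians of -1.84 in the leaves and 1.85 in the roots. At least 100 reads in the higher library of each tissue were behind 16 of the 41 and 83 of the 201, and 4 and 29 had 0 reads in a library. Among the 41, a pair of transcripts exceeded 3 on the log2 scale in both tissues. LOC_Os01g42110.1 had 16 reads in LCK, 427 in LS, 19 in RCK and 2 in RS, and LOC_Os01g47440.1 had 2, 32, 12 and 0. Both root calls were lost with an assumed BCV of 0.1. The numbers depend on the scaling of the libraries and on the test. With TMM they were 64 and 135, and with an assumed BCV of 0.2 they were 1 and 15. The difference between the tissues was not itself tested.

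**Figure D2:**
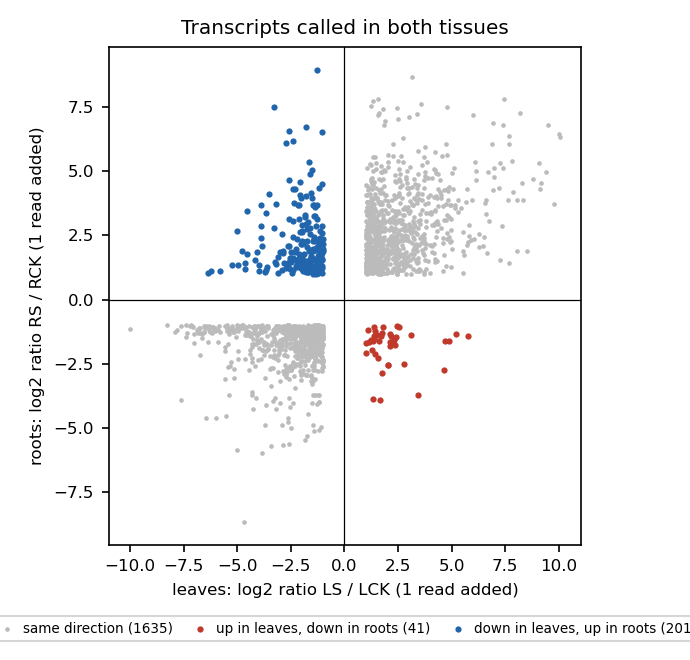
Log2 ratio in the leaves (LS / LCK, horizontal axis) against that in the roots (RS / RCK, vertical axis), with 1 read added to each count and 1 point for each of the 1877 transcripts called in both tissues. The 1635 grey points changed in the same direction in both tissues, and the 41 red (up in leaves, down in roots) and 201 blue points (down in leaves, up in roots) in opposite directions; with TMM these become 64 and 135.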

Interestingly, 41 transcripts were up-regulated in LS vs. LCK but down-regulated in RS vs. RCK, and 201 transcripts were down-regulated in LS vs. LCK but up-regulated in RS vs. RCK. In these 201 transcripts, we detected that the expression of seven genes were dramatically changed (the absolute value of log_2_ RPKM ratio > 3), including LOC_Os03g37290, LOC_Os06g31800, LOC_Os09g13440, LOC_Os09g19229, LOC_Os10g13430, LOC_Os10g41040, and LOC_Os12g28177. 

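The 7 genes differed widely in the number of reads behind them. LOC_Os06g31800 was the most abundant, with 125 reads in LCK, 9 in LS, 297 in RCK and 3153 in RS, giving log2 RPKM ratios of -3.80 in the leaves (95% interval -4.76 to -2.84) and 3.39 in the roots (3.21 to 3.56). LOC_Os12g28177 had 26 reads in LCK, 2 in LS, 6 in RCK and 92 in RS, with ratios of -3.71 (-5.63 to -1.78) and 3.92 (2.76 to 5.08). For LOC_Os09g13440, 22 reads in LCK, 1 in LS, 4 in RCK and 87 in RS gave -4.47 (-7.01 to -1.92) and 4.42 (3.03 to 5.81). LOC_Os09g19229 had 57 reads in LCK, 5 in LS, 4 in RCK and 34 in RS, and its ratios were -3.52 (-4.79 to -2.24) and 3.07 (1.63 to 4.50). The other 3 genes had 0 reads in a library, so their ratios are given with 1 read added to each count. They were -3.28 in the leaves and 7.52 in the roots for LOC_Os03g37290 (28 reads in LCK, 2 in LS, 0 in RCK and 185 in RS). For transcript LOC_Os10g41040.2 (22 reads in LCK, 0 in LS, 2 in RCK and 32 in RS) they were -4.53 and 3.44. For LOC_Os10g13430 (14 reads in LCK, 0 in LS, 0 in RCK and 12 in RS) they were -3.91 and 3.68. The root call of LOC_Os10g13430 was lost with TMM and with an assumed BCV of 0.1. With a BCV of 0.2, both of its calls were lost, and so were the leaf calls of LOC_Os09g13440 and LOC_Os12g28177 and the root call of LOC_Os09g19229. Another transcript of LOC_Os10g41040, LOC_Os10g41040.1, had 85 reads in LCK and 16 in LS, a log2 ratio of -2.42 (95% interval -3.18 to -1.65), and 6 reads in RCK and 95 in RS, a log2 ratio of 3.96 (95% interval 2.80 to 5.12).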

But, so far little is known about their functions.

**Fig 2:**
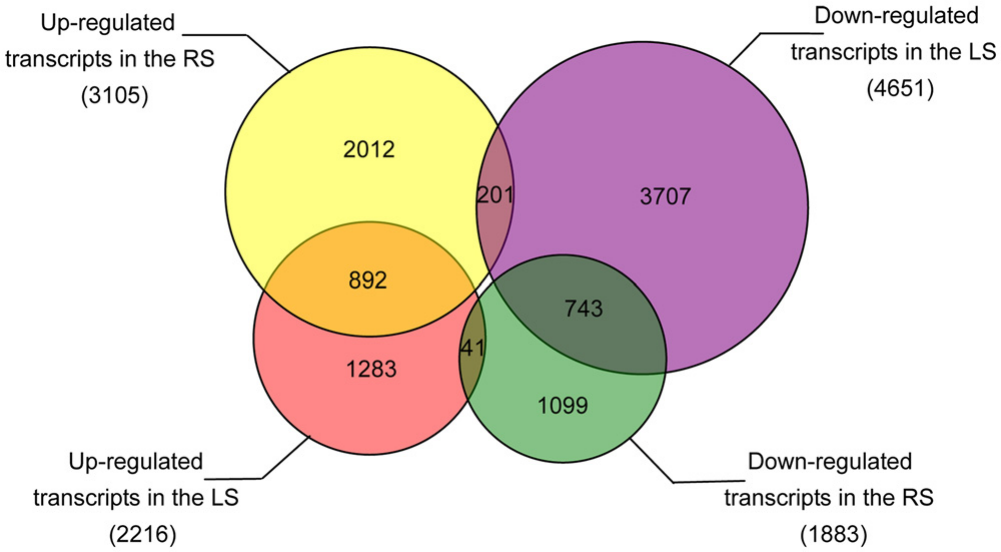
The number of up- and down-regulated transcripts in the LS and RS compared with the LCK and RCK. LS, leaves with salt treatment; RS, roots with salt treatment; LCK, leaves without salt treatment; RCK, roots without salt treatment.

Among the DEGs, we found that a number of genes have been proved to be involved in responding to salt stress in the previous studies (Table 3). 

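All 23 calls listed for the 15 genes of Table 3 were found in the counts in the listed direction. In the leaves 12 of the genes were up- and 1 down-regulated, and in the roots 9 were up- and 1 down-regulated, with 7 up-regulated in both. ZFP182 (LOC_Os03g60560), a zinc finger protein gene, rose most in the leaves among the genes with at least 100 reads in the higher library. It rose from 12 reads (1.31 RPKM) in LCK to 605 reads (65.9 RPKM) in LS, a log2 RPKM ratio of 5.65 (95% interval 4.84 to 6.46) and an FDR of 1.65e-159 by the Audic-Claverie test with Benjamini-Hochberg adjustment. The largest rise in the roots was that of RSOsPR10 (LOC_Os12g36830), with 944 reads in RCK and 16171 in RS, a log2 ratio of 4.08 (95% interval 3.98 to 4.17). OsBIERF3 (LOC_Os02g43790) fell from 118 reads (7.26 RPKM) in LCK to 54 reads (3.31 RPKM) in LS, a log2 RPKM ratio of -1.13 (95% interval -1.60 to -0.67), but rose in the roots, with 183 reads in RCK and 477 in RS, a log2 ratio of 1.36 (95% interval 1.11 to 1.61). ZFP252 (LOC_Os12g39400) had 39 reads in LCK and 218 in LS (log2 RPKM ratio 2.48, 95% interval 1.99 to 2.97). Among the NAC genes, SNAC1 (LOC_Os03g60080) had 1325 reads in LCK and 3671 in LS (log2 RPKM ratio 1.46, 95% interval 1.37 to 1.55), and SNAC2/OsNAC6 (LOC_Os01g66120) had 719 reads in LCK and 3516 in LS (log2 RPKM ratio 2.28, 95% interval 2.17 to 2.40). OsNAC5 (LOC_Os11g08210) had 684 reads in LCK and 1640 in LS, a log2 ratio of 1.26 (95% interval 1.13 to 1.38), and 818 reads in RCK and 1842 in RS, a log2 ratio of 1.15 (95% interval 1.03 to 1.27). OsLEA3-2 (LOC_Os06g21910) had 0 reads in LCK and 28 in LS, a log2 ratio of 4.85 with 1 read added to each count, and 0 and 2 reads in RCK and RS. The remaining genes called in the leaves had log2 RPKM ratios between 1.15 (OsTZF1, LOC_Os05g10670) and 3.67 (ZFP179, LOC_Os01g62190). In the roots, the remaining up-regulated genes lay between 1.01 (ONAC045, LOC_Os11g03370) and 2.68 (ZFP182).

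Calls were lost with an assumed spread between libraries. Of the 210 calls in Table 3 and S5–S9 Tables, 8 remained with an assumed BCV of 0.4 and 73 with a BCV of 0.2. The power of the latter is limited for smaller changes. In simulated counts with counting error only, this setting recovered 0 of 200 changes by a factor of 4. With a simulated BCV of 0.2 it recovered 41.0% of such changes in the leaves and 40.5% in the roots. Of 200 changes by a factor of 16 it then recovered 198 and 200. Changes were simulated only in transcripts above a minimum of expected reads, so power at low counts was not measured. A call lost at a BCV of 0.2 is thus not shown to be false. With TMM, 21 of the 23 calls of Table 3 remained, since the leaf ratio of OsBIERF3 became -0.88 and the root ratio of ONAC045 0.95, both below the threshold in size. These calls, and no others of Table 3, were also lost with a BCV of 0.1. With a BCV of 0.2, calls of the genes with smaller ratios were lost as well, among them both calls of SNAC1 and of OsNAC5 and the root calls of SNAC2/OsNAC6 and OsBIERF3.

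**Figure D3:**
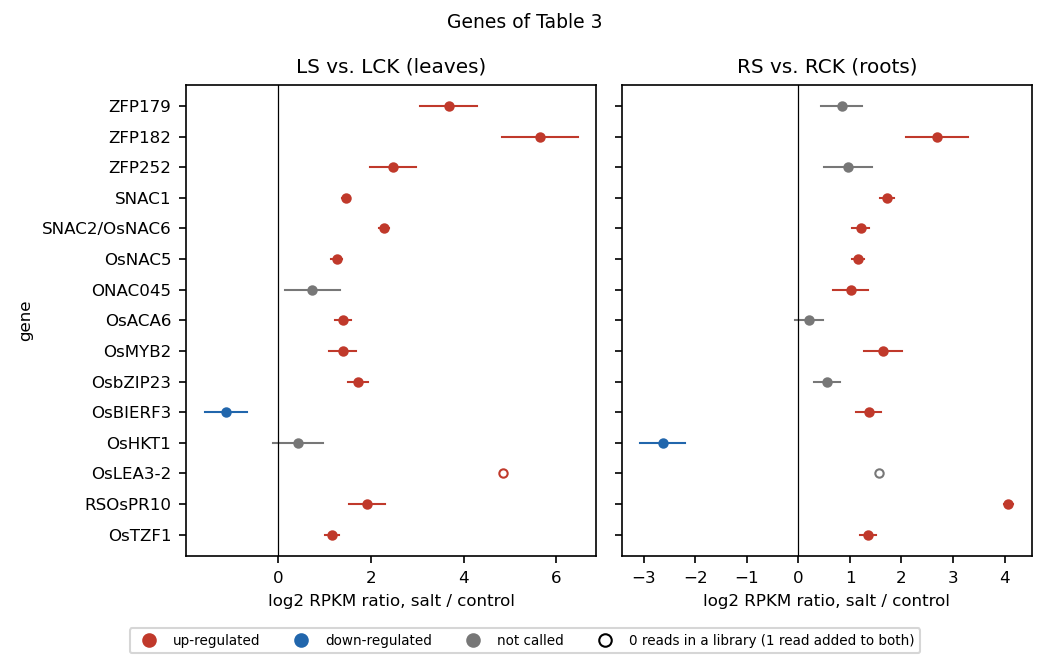
Log2 RPKM ratio of salt-treated to control library (horizontal axis) for the 15 genes of Table 3 in leaves (left) and roots (right), with points in red (up), blue (down) or grey (not called), bars for the 95% interval from counting error, and open circles for genes with 0 reads in a library (1 read added to both counts). Points to the right of 0 rose with salt; 12 genes were called up in the leaves and 9 in the roots (12 and 8 with TMM), and OsBIERF3 was called down in the leaves and up in the roots (not called in the leaves with TMM).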

We also found that most of these genes are transcription factors (TFs), suggesting that TFs play critical roles in responding to salt stress via transcriptional regulation of the downstream genes responsible for plant tolerance to salt challenges.

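Over all 15 genes of Table 3, 13 were up-regulated only (86.7%, 95% Wilson interval 62.1 to 96.3%), 1 (OsHKT1) was down-regulated only and 1 (OsBIERF3) changed in opposite directions in the leaves and roots. With TMM, 13 were up-regulated only and 1 was down-regulated only, 0 changed in opposite directions, and 1 was not called in either tissue. Each value compares 1 pooled library with another, so that the spread between seedlings of the same treatment is not part of it. From the observation that most of these genes are transcription factors (TFs), the paper proposes that TFs play critical roles in the response to salt stress, through transcriptional regulation of downstream genes responsible for tolerance.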

**Table 3:** List of published salt resistant genes among the DEGs detected by RNA-Seq.

Gene name	Gene ID	Up or down (Log_2_ratio)		References
		LS vs. LCK	RS vs. RCK	
*ZFP179*	LOC_Os01g62190	up (3.67)	none	[61]
*ZFP182*	LOC_Os03g60560	up (5.65)	up (2.68)	[66]
*ZFP252*	LOC_Os12g39400	up (2.48)	none	[67]
*SNAC1*	LOC_Os03g60080	up (1.46)	up (1.72)	[68]
*SNAC2/OsNAC6*	LOC_Os01g66120	up (2.28)	up (1.21)	[69, 70]
*OsNAC5*	LOC_Os11g08210	up (1.26)	up (1.15)	[44]
*ONAC045*	LOC_Os11g03370	none	up (1.01)	[71]
*OsACA6*	LOC_Os04g51610	up (1.39)	none	[72]
*OsMYB2*	LOC_Os03g20090	up (1.39)	up (1.64)	[57]
*OsbZIP23*	LOC_Os02g52780	up (1.72)	none	[73]
*OsBIERF3*	LOC_Os02g43790	down (-1.13)	up (1.36)	[74]
*OsHKT1*	LOC_Os06g48810	none	down (-2.64)	[75]
*OsLEA3-2*	LOC_Os06g21910	up (12.63)	none	[76]
*RSOsPR10*	LOC_Os12g36830	up (1.91)	up (4.08)	[77]
*OsTZF1*	LOC_Os05g10670	up (1.15)	up (1.35)	[43]

Besides *ZFP179*, *ZFP182* and *ZFP252* which have been described for responding to salt stress by the previous studies, other zinc finger proteins (ZFPs) were also detected. 

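ZOS5-08 (LOC_Os05g37190) rose from 91 reads (4.63 RPKM) in RCK to 656 reads (32.8 RPKM) in RS, a log2 RPKM ratio of 2.83 (95% interval 2.51 to 3.14). In the leaves it had 21 reads in LCK and 58 in LS, a log2 ratio of 1.46 (95% interval 0.75 to 2.17). ZOS3-12 (LOC_Os03g32230) rose from 14 reads (1.26 RPKM) in RCK to 76 reads (6.71 RPKM) in RS, a log2 RPKM ratio of 2.42 (95% interval 1.61 to 3.23), and in the leaves it had 2 reads in LCK and 22 in LS, a log2 ratio of 3.45 (95% interval 1.51 to 5.39). Both genes were called up-regulated in both tissues. The leaf calls, which rest on at most 58 reads in a library, were lost with an assumed BCV of 0.2, and that of ZOS5-08 also with a BCV of 0.1.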

For example, two C2H2-type ZFP genes, *ZOS3-12* (LOC_Os03g32230) which has been reported to be induced by nitrogen-starvation in rice [78] and *ZOS5-08* (LOC_Os05g37190) which has been proved to respond to grazing defoliation [79], indicating that ZFPs could play important roles in regulating various stress tolerance. A genome-wide annotation analysis of the CCCH-type ZFPs identified 67 genes in rice [80]. Apart from *OsTZF1* [43], we also detected other many CCCH-type ZFP genes (S5 Table), indicating that these CCCH-type ZFPs could be functional redundancy in salt-stress tolerance.

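Each of the 11 calls of the 11 CCCH-type ZFP genes in S5 Table was found in the listed direction, 3 up and 5 down in the leaves and 2 up and 1 down in the roots. No gene was called in both tissues. Among the genes with at least 100 reads in the higher library, OsC3H54 (LOC_Os08g03310) rose most in the leaves, where its called transcript with the most reads had 63 reads in LCK and 294 in LS, a log2 ratio of 2.22 (95% interval 1.82 to 2.61). OsC3H62 (LOC_Os10g25220) fell from 171 reads (4.55 RPKM) in LCK to 54 reads (1.43 RPKM) in LS, a log2 RPKM ratio of -1.67 (95% interval -2.11 to -1.23), the largest fall among these genes. In the roots, OsC3H37 (LOC_Os05g45020) had 117 reads in RCK and 279 in RS (log2 RPKM ratio 1.23, 95% interval 0.92 to 1.54) and OsC3H9 (LOC_Os01g45730) had 574 reads in RCK and 257 in RS (log2 RPKM ratio -1.18, 95% interval -1.39 to -0.97). After rescaling with TMM or with DESeq2's size factors, another method for the composition of the libraries, 8 of the 11 calls remained, 4 up and 4 down. The calls of OsC3H62, OsC3H37 and OsC3H9 were lost with an assumed BCV of 0.2. For comparison, OsTZF1 (LOC_Os05g10670) had 534 reads in LCK and 1192 in LS, a log2 ratio of 1.15 (95% interval 1.00 to 1.30), and 448 reads in RCK and 1158 in RS, a log2 ratio of 1.35 (95% interval 1.19 to 1.51).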

NAC (NAM, ATAF, and CUC) proteins are a class of plant-specific TFs, which contain a highly conserved N-terminal domain known as the NAC domain. Ooka et al. reported that 75 and 105 NAC genes were predicted in rice and *Arabidopsis* genomes, respectively [81]. Overexpression of four NAC domain genes, *SNAC1* [68], *SNAC2* [70], *OsNAC5* [82], and *ONAC045* [71], in rice conferred tolerance to salt stress. 

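The 16 NAC domain genes of S6 Table carry 19 calls, and all were found in the counts in the listed direction. The largest rise in the leaves was that of ONAC048 (LOC_Os01g66120), the same locus as SNAC2/OsNAC6 of Table 3, with 719 reads in LCK and 3516 in LS, a log2 ratio of 2.28 (95% interval 2.17 to 2.40). In the roots ONAC068 (LOC_Os01g60020) rose from 36 reads (2.24 RPKM) in RCK to 373 reads (22.8 RPKM) in RS, a log2 RPKM ratio of 3.35 (95% interval 2.86 to 3.84), the largest rise, whereas ONAC062 (LOC_Os05g48850) had 674 reads in RCK and 173 in RS (log2 RPKM ratio -1.98, 95% interval -2.22 to -1.74), the largest fall. ONAC062 was also down-regulated in the leaves, with 556 reads in LCK and 258 in LS, a log2 ratio of -1.11 (95% interval -1.33 to -0.90). That leaf call was lost with TMM (-0.86) and with an assumed BCV of 0.2, and the root call of ONAC048 was lost with a BCV of 0.2.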

Besides these four genes described by previous studies, another 16 NAC domain genes were also found in our study (S6 Table). Our data combined with the previously determined functions of the NAC domain genes strongly suggested their important roles in salt-stress tolerance. 

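Of the 16 genes, 9 were down-regulated only (56.2%, 95% Wilson interval 33.2 to 76.9%), 6 up-regulated only (37.5%, 18.5 to 61.4%) and 1 in opposite directions. With 16 genes these intervals are wide, the shares come from the same genes, and a difference between the directions was not tested. Down-regulation was seen in the leaves for 6 genes and in the roots for 5, and up-regulation for 3 and 5, including the gene with opposite calls. With TMM or DESeq2's size factors, 7 were down-regulated only and 6 up-regulated only, and 2 were not called.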

Additionally, the 9 of 16 genes were down-regulated by salt stress in the leaves and/or roots of seedlings, and 6 of 16 genes were up-regulated by salt stress in the leaves or roots of seedlings. Interestingly, we also observed one gene, *ONAC066* (LOC_Os03g56580) that was down-regulated in the leaves, but up-regulated in the roots by salt stress. These results suggested that a number of NAC domain genes were involved in salinity tolerance, but there were different potential mechanisms of salt stress responses regulated by NAC domain genes.

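ONAC066 (LOC_Os03g56580) fell from 171 reads (8.81 RPKM) in LCK to 60 reads (3.08 RPKM) in LS, a log2 RPKM ratio of -1.52 (95% interval -1.94 to -1.09) and an FDR of 4.29e-13 (Audic-Claverie test, Benjamini-Hochberg adjustment). In the roots it rose from 63 reads (3.44 RPKM) in RCK to 199 reads (10.7 RPKM) in RS, a ratio of 1.64 (1.23 to 2.04). The intervals of both tissues lie apart on opposite sides of 0, although the difference between the tissues was not itself tested and has no replicate check. Both calls were kept with TMM and with DESeq2's size factors and were lost with an assumed BCV of 0.2.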

MYB-type TFs play a diverse role in plant development and response to abiotic stress. MYB proteins contain one, two, or three imperfect repeats (51–53 amino acids) in their DNA-binding domain, and they are further classified into three subfamilies, type MYBR2R3, MYB-related, and type MYBR1R2R3, depending on the number of repeats in their MYB domains [83]. Recently, two R2R3-type MYB proteins (OsMYB2 [57] and OsMYB91 [7]) and one R1R2R3-type MYB protein (OsMYB3R-2) [84] were identified to be involved in response to salt stress. 

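S7 Table lists 62 MYB-type entries at 61 loci, since LOC_Os01g64360 is listed under both the R2R3 and the MYB-related type. All 76 calls at these loci were found in the counts in the listed direction. Of the loci, 18 were up-regulated only, 38 down-regulated only and 5 changed in opposite directions in the leaves and roots. Among those with at least 100 reads in the higher library, the MYB-related gene LOC_Os04g49450 had 19 reads in LCK and 490 in LS (log2 RPKM ratio 4.68, 95% interval 4.03 to 5.34), the largest rise in the leaves. The R2R3-type gene LOC_Os02g36890 fell from 369 reads (20.1 RPKM) in LCK to 27 reads (1.47 RPKM) in LS, a log2 RPKM ratio of -3.78 (95% interval -4.34 to -3.22), the largest fall among these. The largest changes in the roots among genes with that many reads were also of R2R3-type genes. LOC_Os05g04210 had 5 reads in RCK and 123 in RS (log2 RPKM ratio 4.60, 95% interval 3.35 to 5.85), and LOC_Os01g50720 had 429 reads in RCK and 48 in RS (log2 RPKM ratio -3.18, 95% interval -3.61 to -2.75). Of the 76 calls, 68 remained with TMM or DESeq2's size factors. OsMYB2 (LOC_Os03g20090) had 135 reads in LCK and 355 in LS, a log2 ratio of 1.39 (95% interval 1.10 to 1.67), and 78 reads in RCK and 246 in RS, a log2 ratio of 1.64 (95% interval 1.27 to 2.00), and both calls were lost with an assumed BCV of 0.2.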

We found 62 MYB-type genes which were induced by salt treatment in the leaves and/or roots of DXWR seedlings besides *OsMYB2* (S7 Table). 

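By type, 10 of the 47 R2R3-type genes were up-regulated only, 33 down-regulated only (70.2%, 95% Wilson interval 56.0 to 81.3%) and 4 in opposite directions. In the leaves 22 were down- and 8 up-regulated, and in the roots 17 and 11. These numbers became 10 up-regulated only and 29 down-regulated only with TMM or DESeq2's size factors, and 4 were not called. Both R1R2R3-type genes were down-regulated in the leaves, a fall that TMM did not change in direction. LOC_Os12g13570 had 411 reads in LCK and 39 in LS (log2 RPKM ratio -3.40, 95% interval -3.88 to -2.93), and LOC_Os01g12860 had 856 reads in LCK and 86 in LS (log2 RPKM ratio -3.32, 95% interval -3.64 to -3.00). Neither was called in the roots. The MYB-related type numbered 13 genes.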

Among these genes, 47 genes were R2R3-type, 13 genes were MYB-related type, and 2 genes were R1R2R3-type. This result was consistent with that among the MYB proteins in plants, the MYB family with the two-repeat (R2R3) was the most common one and a large number of them were involved in responses of plants to environmental stress [85]. Moreover, a few MYB-related type genes were detected by our RNA-Seq analyses, and most of them (9 of 13) were up-regulated by salt stress, but so far, little is known about that the MYB-related type proteins are related with the response to salt stress. 

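Among the 13 MYB-related type genes, 9 were up-regulated only (69.2%, 95% Wilson interval 42.4 to 87.3%), 3 down-regulated only (23.1%, 8.18 to 50.3%) and 1 changed in opposite directions in the leaves and roots. In the leaves 9 were up- and 3 down-regulated, and in the roots 4 and 2. The largest rise, that of LOC_Os04g49450 in the leaves, had an FDR of 8.48e-118 by the Audic-Claverie test with Benjamini-Hochberg adjustment. With TMM or DESeq2's size factors, 10 of the 13 were up-regulated only, 3 down-regulated only and 0 in opposite directions.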

Our data indicated that the MYB-related type TFs could also participate in the response to salt stress, or there was another different potential mechanism of salt stress responses regulated by the MYB-related type TFs in DXWR seedlings compared with cultivated rice.

In plants, like other TF genes, members of the bZIP (basic leucine zipper) TF family also have been identified to regulate diverse plant-specific phenomena, including seed maturation and germination, floral induction and development, light signaling, and abiotic stress tolerance. 89 genes encoding bZIP TFs have been identified and characterized in the rice genome and they were classified into 10 subfamilies [86]. Recent studies have reported that *OsbZIP05* (*OSBZ8*) [87] and *OsbZIP23* [73] conferred salinity tolerance in rice. Besides *OsbZIP23*, we also found 27 salt-induced bZIP TFs distributed in 6 subfamilies (I, IV, V, VI, VII, and IX) (S8 Table). 

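All 32 calls of the 27 bZIP genes in S8 Table were found in the counts, with 12 genes up-regulated and 15 down-regulated and none called in opposite directions. The leaves held 5 up- and 14 down-regulated genes, and the roots 9 and 4. By subfamily, 1 gene of subfamily I was up-regulated. In subfamily IV, 6 were up- and 2 down-regulated, in VI 3 and 3, and in VII 2 and 4. All 3 genes of subfamily V and all 3 of subfamily IX were down-regulated, and 3 and 2 were with TMM. OsbZIP12 (LOC_Os01g64730, subfamily VI) rose most in both tissues among the genes with at least 100 reads in the higher library, with 222 reads in LCK and 1273 in LS, a log2 ratio of 2.51 (95% interval 2.31 to 2.72), and 149 reads in RCK and 463 in RS, a log2 ratio of 1.61 (95% interval 1.35 to 1.88). OsbZIP02 (LOC_Os01g11350, subfamily V) fell from 367 reads (20.7 RPKM) in LCK to 29 reads (1.63 RPKM) in LS, a log2 RPKM ratio of -3.67 (95% interval -4.21 to -3.13), the largest fall in the leaves. In the roots, OsbZIP77 (LOC_Os09g36910, subfamily VI) had 107 reads in RCK and 36 in RS (log2 RPKM ratio -1.59, 95% interval -2.14 to -1.05). OsbZIP16 (LOC_Os02g09830, subfamily IV) had 4.70 RPKM (43 reads) in LCK and 14.5 RPKM in LS, a log2 ratio of 1.62 (95% interval 1.13 to 2.12), and OsbZIP45 (LOC_Os05g49420, subfamily I) had 523 reads in LCK and 1274 in LS, a log2 ratio of 1.28 (95% interval 1.13 to 1.42). OsbZIP23 (LOC_Os02g52780) had 219 reads in LCK and 725 in LS, a log2 ratio of 1.72. None of these 3 genes was called in the roots, where their log2 RPKM ratios were 0.36, 0.64 and 0.55. Their leaf calls and the root calls of OsbZIP12 and OsbZIP77 were lost with an assumed BCV of 0.2. With TMM, 10 genes remained up- and 13 down-regulated, and with DESeq2's size factors 11 and 13.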

*OsbZIP38* (*LIP19*), *OsbZIP52* (*RISBZ5*), *OsbZIP87* (*OsOBF1*), *OsbZIP12*, *OsbZIP16*, and *OsbZIP45* have been identified to confer abiotic stress tolerance [88–92]. According to the previous studies and our RNA-Seq analyses, we observed that all these stress-inducible bZIP TFs were included in the above 6 subfamilies, suggesting that the bZIP TFs of these 6 subfamilies may play more important roles in responding to abiotic stress compared with the other subfamilies. Furthermore, recent studies have proved that *OsbZIP12* [93], *OsbZIP23* [73], and *OsbZIP45* [92] were involved in not only drought tolerance but also salinity tolerance. *OsbZIP16* also has been identified to positively regulate drought resistance in rice [91]. *OsbZIP71* was shown to play an important role in ABA-mediated drought and salt tolerance in rice [41]. Our data combined with the previous studies strongly suggested that there could be the similar potential mechanisms regulated by the bZIP TFs between the salt and drought stress responses.

In plant kingdom, AP2/ERF (APETALA2/ethylene response factor) is a large family of TFs. To date, 163 AP2/ERF-type TFs were identified in rice and divided into four subfamilies [94]. The AP2/ERF-type TFs have been shown to be highly involved in the salt stress tolerance mechanisms [3, 74, 95–97]. Our RNA-Seq analyses showed that 41 AP2/ERF-type TF genes were up-regulated or down-regulated by salt stress in the leaves and/or roots of seedlings. 

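All 49 calls listed for the 41 AP2/ERF-type genes were found in the listed direction, 12 up and 19 down in the leaves and 15 up and 3 down in the roots. In 7 of the calls 1 library had 0 reads. Of the genes with at least 100 reads in the higher library, LOC_Os02g32140 (ERF subfamily) had 7 reads in LCK and 130 in LS (log2 RPKM ratio 4.21, 95% interval 3.14 to 5.28), the largest rise in the leaves. LOC_Os07g03250 (ERF) fell from 112 reads (6.65 RPKM) in LCK to 2 reads (0.118 RPKM) in LS, a log2 RPKM ratio of -5.81 (95% interval -7.69 to -3.93), the largest fall among these. The largest rise in the roots among genes with that many reads was that of LOC_Os03g64260 (ERF), with 5 reads in RCK and 130 in RS, a log2 ratio of 4.68 (95% interval 3.43 to 5.93). LOC_Os04g46400 (DREB) fell from 591 reads (41.1 RPKM) in RCK to 221 reads (15.1 RPKM) in RS, a log2 RPKM ratio of -1.44 (95% interval -1.66 to -1.22), the largest fall in the roots, and its call was lost with an assumed BCV of 0.2. Both TMM and DESeq2's size factors left 44 of the 49 calls.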

Among these genes, eight genes belonged to the AP2 subfamily; twelve genes belonged to the DREB subfamily, seventeen genes belonged to the ERF subfamily, and four genes belonged to the RAV subfamily (S9 Table). 

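The directions differed between the subfamilies. All 8 AP2 genes were down-regulated, with TMM as well. Among the 12 DREB genes, 9 were up- and 3 down-regulated, and with TMM the numbers were the same. The 17 ERF genes held 10 up-regulated, 6 down-regulated and 1 with opposite calls (OsBIERF3), which became 11, 5 and 0 with TMM. Of the 4 RAV genes, 2 were up- and 2 down-regulated, but with TMM or DESeq2's size factors only 1 and 1 were called. The ERF genes showed 7 down- and 4 up-regulated genes in the leaves against 0 and 8 in the roots, and with TMM 5 and 4 against 0 and 8. A difference between the tissues was not tested.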

Although a few AP2/ERF genes were identified to be related with the response to salt stress, they all belonged to the DREB and ERF subfamilies and little is known about whether the TFs of AP2 and RAV subfamilies participate in the salt-stress response. We found eight AP2 genes and four RAV genes, suggesting that there could be some unknown molecular mechanisms of salt stress responses regulated by the TFs of AP2 and RAV subfamilies in rice or some special mechanism of salt stress responses regulated by AP2/ERF-type TFs in DXWR seedlings compared with cultivated rice. Additionally, we found all eight AP2 genes were down-regulated by salt stress and except of one gene (LOC_Os11g03540) was down-regulated in both the leaves and roots, all the other genes were down-regulated only in leaves. These results suggested that the AP2-type TFs could mainly negatively regulate salt stress responses in the leaves of DXWR seedlings.

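All 8 AP2 genes were called down-regulated in the leaves, where their median log2 ratio was -2.99 (1 read added to each count), and -2.74 with TMM. Read numbers were small. The gene with the most reads, LOC_Os12g03290, had 101 reads in LCK and 29 in LS, a log2 ratio of -1.81 (95% interval -2.40 to -1.21). LOC_Os11g03540 fell from 61 reads (2.54 RPKM) in LCK to 14 reads (0.580 RPKM) in LS, a log2 RPKM ratio of -2.13 (95% interval -2.96 to -1.30), and in the roots it had 191 reads in RCK and 75 in RS, a log2 ratio of -1.37 (95% interval -1.75 to -0.99). Reads in LCK and none in LS were found for LOC_Os02g40070 (35 reads), LOC_Os04g55970 (29 reads) and LOC_Os06g44750 (19 reads). The falls of LOC_Os01g67410, LOC_Os06g43220 and LOC_Os07g13170 left 4, 6 and 2 reads in LS from 28, 62 and 20 in LCK. Apart from LOC_Os11g03540, no AP2 gene was called in the roots, where their log2 RPKM ratios lay between -1.90 (LOC_Os06g43220) and 0.79 (LOC_Os07g13170). The root ratio of LOC_Os01g67410 was 0.05 and turned slightly negative with TMM. With an assumed BCV of 0.1 the leaf call of LOC_Os07g13170 was lost, and with a BCV of 0.2 those of LOC_Os01g67410, LOC_Os12g03290 and LOC_Os11g03540, the latter in both tissues. An absence of calls in the roots does not show that the tissues differ, which was not tested.

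**Figure D4:**
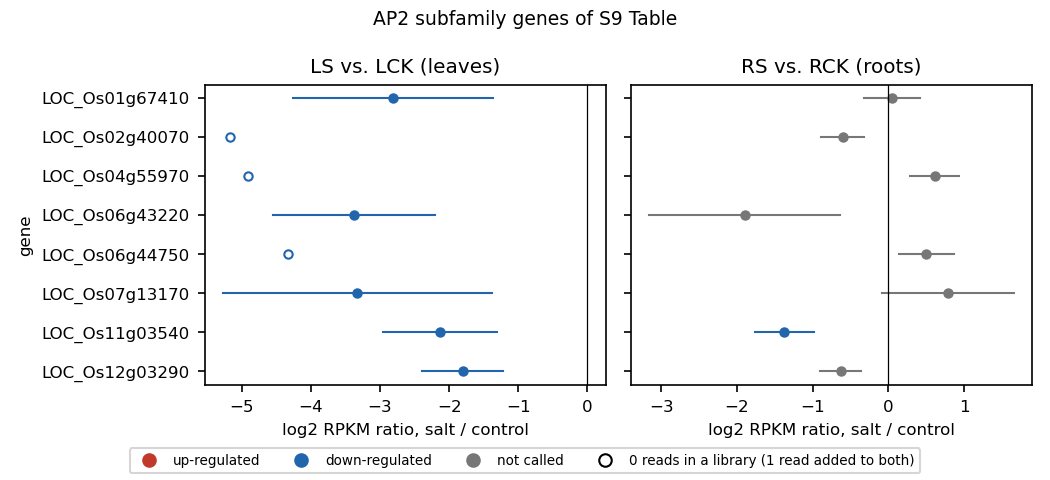
Log2 RPKM ratio of salt-treated to control library (horizontal axis) for the 8 AP2 genes of S9 Table in leaves (left) and roots (right), with points in blue (down) or grey (not called), bars for the 95% interval from counting error, and open circles for genes with 0 reads in a library (1 read added to both counts). All 8 points in the leaves are called down, with TMM as well, and in the roots 1 is, LOC_Os11g03540 at -1.37.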

To further identify the novel TFs involved in the salt stress tolerance in our study, the striking up-regulated TF genes were selected (the value of log_2_ RPKM ratio > 3). In the LS vs. LCK, we detected 20 TF genes, including two bHLH (basic helix-loop-helix) genes, seven ZFP genes, and two WRKY genes (S10 Table). 

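All 20 TF genes of S10 Table were called up-regulated in LS vs. LCK with a log2 RPKM ratio above 3, as were 637 transcripts in the leaves altogether. The 7 ZFP genes had ratios from 3.16 to 4.58, and the 2 WRKY genes 3.45 and 3.78. The bHLH gene LOC_Os01g56690 had 0 reads in LCK and 14 in LS, and its ratio with 1 read added to each count was 3.90, and its call was lost with an assumed BCV of 0.2. The other bHLH gene, LOC_Os08g36740, had 6 reads in LCK and 54 in LS, a log2 ratio of 3.16 (95% interval 1.98 to 4.35). The homeodomain-leucine zipper gene LOC_Os02g43330 rose most among those with at least 100 reads. It rose from 10 reads (0.714 RPKM) in LCK to 3499 reads (249 RPKM) in LS, a log2 RPKM ratio of 8.44 (95% interval 7.56 to 9.33). At least 100 reads in LS were behind 9 of the 20 genes. Of the 46 entries of S10 and S11 Tables together, 1 remained with an assumed BCV of 0.4 and 32 with a BCV of 0.2. With 1 read added to each count, 17 of the 20 stayed above 3 in the leaves.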

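Each of the 26 TF genes of S11 Table was called up-regulated in RS vs. RCK with a log2 RPKM ratio above 3, among 964 transcripts in the roots. The 9 ZFP genes, 5 WRKY genes and 4 bHLH genes had ratios of at least 3.15, 3.48 and 3.62. No reads were found in RCK for 7 of the 26 genes, and their ratios follow from the RPKM given to 0. With 1 read added to each count, 24 of the 26 stayed above 3. Fewer than 20 reads in RS were behind 7 genes, and at least 100 behind 8. Among the latter, LOC_Os02g43330 rose from 7 reads (0.530 RPKM) in RCK to 188 reads (14.0 RPKM) in RS, a log2 RPKM ratio of 4.73 (95% interval 3.66 to 5.79), the largest rise.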

In the RS vs. RCK, we found 26 TF genes, including nine ZFP genes, five WRKY genes, and four bHLH genes (S11 Table). 

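LOC_Os02g43330, which had the largest rises of S10 and S11 Tables among genes with at least 100 reads, had log2 RPKM ratios of 8.44 in the leaves (95% interval 7.56 to 9.33) and 4.73 in the roots (3.66 to 5.79). LOC_Os04g45810 had 279 reads in LCK and 4393 in LS (log2 RPKM ratio 3.97, 95% interval 3.80 to 4.15), and in the roots 29 reads in RCK and 319 in RS, a log2 ratio of 3.44 (95% interval 2.89 to 3.98). The other 2 genes rest on fewer reads. OsWRKY42 (LOC_Os02g26430) rose from 5 reads (0.368 RPKM) in LCK to 69 reads (5.06 RPKM) in LS, a log2 RPKM ratio of 3.78 (95% interval 2.51 to 5.05). In the roots it had 2 reads in RCK and 25 in RS, a log2 ratio of 3.62 (95% interval 1.69 to 5.55). For the GRAS family gene LOC_Os11g04400, 9 reads in LCK and 85 in LS, a log2 ratio of 3.23 (95% interval 2.26 to 4.21), were found, and 2 reads in RCK and 18 in RS, a log2 ratio of 3.15 (95% interval 1.19 to 5.10). With TMM or DESeq2's size factors the root call of LOC_Os11g04400 was lost, since its FDR (Audic-Claverie test, Benjamini-Hochberg adjustment) changed from 8.63e-04 to 0.00117 with TMM, and it was lost with an assumed BCV of 0.1. The root call of OsWRKY42 was lost with a BCV of 0.2. OsbHLH133 (LOC_Os12g32400) of S11 Table had 15 reads in RCK and 198 in RS, a log2 ratio of 3.70 (95% interval 2.95 to 4.45), and 1 and 3 reads in LCK and LS, where no change was detectable at this depth.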

Among these genes, four genes were up-regulated both in the LS vs. LCK and the RS vs. RCK, including *OsWRKY42* (LOC_Os02g26430), two Homeodomain-leucine zipper TF genes (LOC_Os02g43330 and LOC_Os04g45810), and one GRAS family TF gene (LOC_Os11g04400). To date, expect *OsWRKY42* [42] and *OsbHLH133* (LOC_Os12g32400) [98] which have been studied for their functions, little was known about the functions for the other genes in rice. Research on salt regulatory TFs has mainly focused on single factors and linear pathways. However, emerging findings increasingly suggest integration of the TFs in dynamic network hubs as well as interaction and competition of pathways manifesting complexity of molecular links in stress adaptation. After salt stress, the plant hormone biosynthesis was changed dynamically and then Ca^2+^, ROS (reactive oxygen species), and hormone signaling cascades were activated. At the next step, the global transcriptional profile of the plant (including TF families, such as bZIP, NAC, AP2/ERF, WRKY, bHLH and MYB) could be altered and regulated many salt stress responsive genes expression. Ultimately, these early signaling pathways result in expression and activation of cellular detoxification mechanisms, including HKT, NHX, and the SOS Na^+^ transport mechanisms as well as osmotic protection strategies [40]. Furthermore, within this hierarchical network, cellular stress responses might be fine tuned by interaction and competition of TFs that regulate sub-clusters of the stress transcriptome. In the hierarchical network of TFs for stress adaptation, bZIP TFs could be in the upstream position and other TFs might have functions in regulating sub-networks of adaptation to salt stress [32].

Besides a large number of TFs, two HKT (high-affinity potassium transporter) genes, *OsHKT1* and *OsHKT7* were detected by our RNA-Seq analyses. Consisting with the observation that the *OsHKT1* transcript was significantly down-regulated in salt-tolerant rice under NaCl stress [75], we observed that *OsHKT1* was down-regulated by salt stress in the roots of DXWR seedlings. 

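OsHKT1 (LOC_Os06g48810) fell from 300 reads (11.2 RPKM) in RCK to 49 reads (1.80 RPKM) in RS, a log2 RPKM ratio of -2.64 (95% interval -3.07 to -2.20) and an FDR of 5.98e-45 (Audic-Claverie test, Benjamini-Hochberg adjustment). In the leaves it had 46 reads in LCK and 62 in LS, a log2 ratio of 0.42 (95% interval -0.12 to 0.97), and it was not called. The root call was kept with TMM, with DESeq2's size factors and with an assumed BCV of 0.2.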

There is little known about that *OsHKT7* contributes to salt tolerance in rice, but its homologue, *TmHKT7* in durum wheat (T*riticum turgidum* subsp. *durum*) was identified to be involved in salt stress response [99]. We found that *OsHKT7* was down-regulated by salt stress both in the leaves and roots, suggesting that *OsHKT1* and *OsHKT7* could act redundantly to negatively regulate salt stress response.

To confirm the validity of the DEG data, quantitative RT-PCR was performed to investigate the expression patterns of 32 randomly selected genes under the same conditions. 

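The RNA-Seq side of this comparison can be read from the counts of the 32 genes whose primers are listed in S29 Table. All of them were called in at least 1 tissue, 16 as up-regulated and 16 as down-regulated, and 0 were called in opposite directions. In the leaves 11 were up- and 11 down-regulated, in the roots 13 and 9, and 8 were up-regulated and 4 down-regulated in both tissues. The 44 calls had log2 RPKM ratios from -4.45 to 8.83, the latter with 0 reads in RCK, and the smallest size was 1.03. The fewest reads in the higher library were 19, and 24 of the 44 calls had at least 100. The values of the quantitative RT-PCR are not analysed here.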

We compared the results obtained from quantitative RT-PCR with the gene expression profiles from RNA-Seq analysis. Expression trends were consistent for all transcripts in both analyses, with a correlation coefficient of *R*^*2*^ = 0.8961 (S2 Fig).

### Functional classification by Gene Ontology (GO)

Web Gene Ontology Annotation Plot (WEGO) software [100] was used to perform the GO classifications and to draw the GO tree to classify the up- and down-regulated transcripts into putative functional groups for the LS vs. LCK and RS vs. RCK. A total of 15,636 and 17,937 transcripts were assigned GO terms for the DEGs in the LS vs. LCK and RS vs. RCK, respectively. Among the 15,636 transcripts from the LS vs. LCK (Fig 3A), there were 5,633 transcripts at the cellular level, 5,068 transcripts at the molecular level and 4,935 transcripts at the biological level. Among the 17,937 transcripts from the RS vs. RCK (Fig 3B), there were 6,302 transcripts at the cellular level, 5,907 transcripts at the molecular level and 5,728 transcripts at the biological level. In the biological process category, cellular process and metabolic process were the most highly represented groups, suggesting that extensive metabolic activities were taking place both in the leaves and roots of DXWR seedlings with salt treatment. Within the cellular component category, transcripts that corresponded to cell, cell parts and cell organelles were the most abundant. Binding and catalytic activities were the most abundant groups within the molecular functional category.

**Fig 3:**
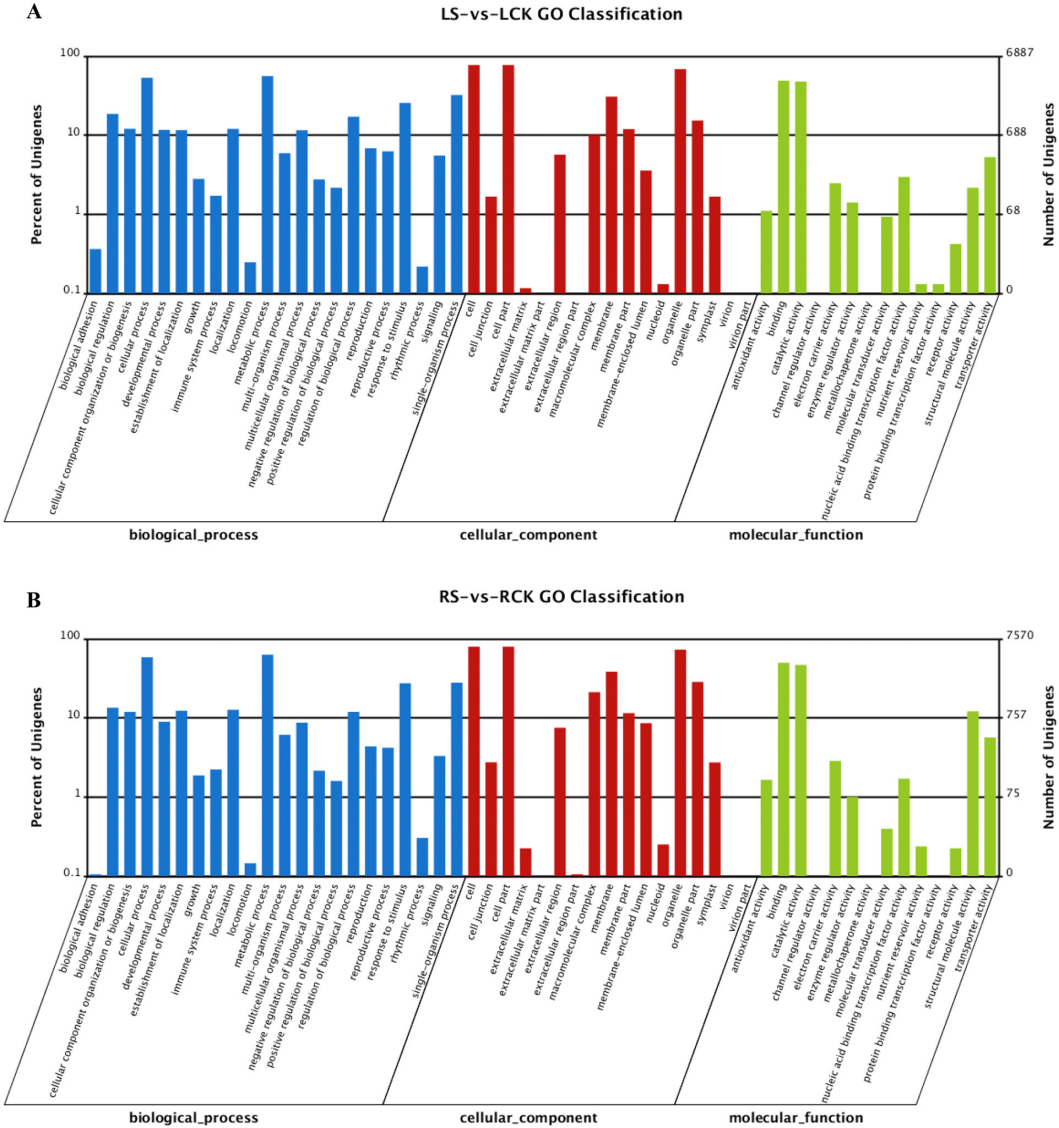
Gene ontology (GO) classification of the unigenes from the LS-vs-LCK (A) and RS-vs-RCK (B).

We further identified GO terms in the biological process category that were over-represented (*P* < 0.05) in DEGs of LS vs. LCK and RS vs. RCK, respectively (S12 and S13 Tables). These GO terms served as indicators of significantly different biological processes underlying salt-stress responses in the leaves and roots. GO terms such as metabolic process, catabolic process, and response to stimulus (Table 4) were enriched in both sets of transcripts from the two tissues, suggesting that the same biological processes were required to maintain the tissues activities during salt treatment. However, some striking differences were found between the two sets of enriched GO terms. In particular, GO terms related to cell cycle process and DNA reproductive process were highly enriched in the DEGs of LS vs. LCK, suggesting that salt stress may affect the reproduction of the plant cell and the plant may utilize this effect to resist the salt stress in the leaves of seedlings. For the RS vs. RCK, there were a large number of DEGs involved in transport, response to metal ion, response to abiotic stimulus, and regulation of reactive oxygen species metabolic process. This result indicated that the roots could be the main tissue for the plant to resist the salt stress and maintaining a low cytosolic Na^+^ concentration could be the most important way to improve salt-stress tolerance for the plant [40]. 

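The GO annotation was not used here, so that these groups were approached through the gene descriptions in the paper's lists of genes responding to salt in Nipponbare (S22–S25 Tables). These sets are therefore transcripts that changed in Nipponbare and whose description has a given word. A set is described by the median of its log2 ratios (1 read added to each count, at least 10 reads over the pair of libraries) and by the percentile of that median among 10000 random lists of the same size matched on mean expression. It is a description of these libraries, since genes are not replicates. In RS vs. RCK, the 60 transcripts described as transporters had a median log2 ratio of 0.56, above all of the random lists (percentile 100, 95% range of the lists -0.12 to 0.21). Of these, 16 were called up- and 8 down-regulated. The 28 described as peroxidases, enzymes that remove hydrogen peroxide, had a median of -0.42 (percentile 0.01, range -0.23 to 0.27), with 5 up- and 7 down-regulated. In the leaves the medians were 0.11 for transporters (percentile 99.8) and -0.67 for peroxidases (percentile 1.71). The sets' percentiles moved most in the leaves when the random lists were drawn only from transcripts with a description, an alternative chosen after seeing the data, which put the leaf transporters at percentile 76.0. With at least 100 reads over the pair, the leaf transporters had a median of -0.03 (percentile 95.7). The difference between leaves and roots was not tested. For the photosynthesis set, leaf RNA in RS is an open question, since 520 of 608 transcripts outside the set with 10% or less as many reads in roots as in leaves also rose in the roots.

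**Figure D5:**
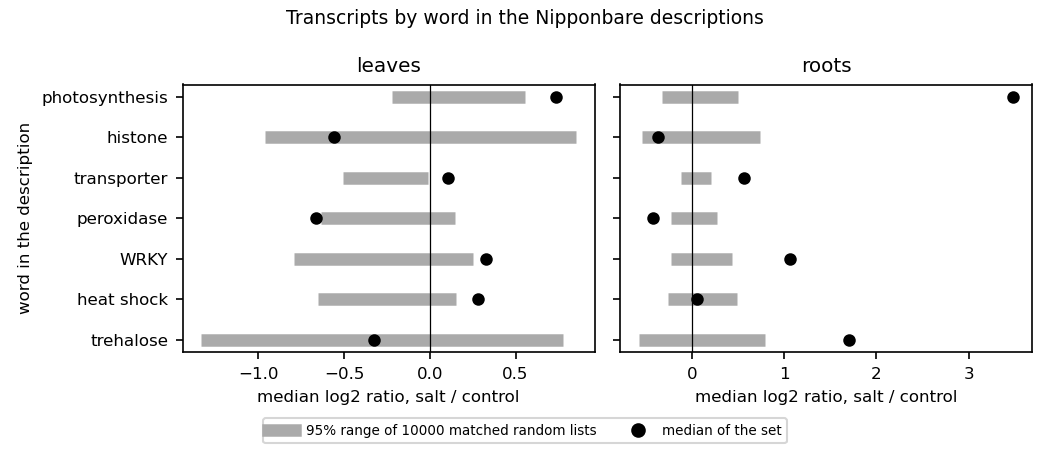
Median log2 ratio of salt-treated to control library (horizontal axis, black points) of transcripts grouped by a word in their Nipponbare description (vertical axis), for leaves (left) and roots (right), with grey bars for the 95% range of 10000 random lists matched on mean expression. In the roots the medians of photosynthesis (3.48), trehalose (1.70), WRKY (1.07) and transporter (0.56) lie above their bars and that of peroxidase (-0.42) below, with TMM as well.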

We also further identified GO terms in the cellular component and molecular function categories that were over-represented (*P* < 0.05) in DEGs of LS vs. LCK and RS vs. RCK, respectively (S14–S17 Tables). In the cellular component category, cell periphery and extracellular region were enriched in both sets of transcripts from the two tissues (S18 Table). This indicated that that salt stress affected the cell-cell interactions. The cytoplasmic membrane-bounded vesicle was also enriched in the two tissues, indicating an involvement of endosomal transport proteins, including NHXs, in plant salt tolerance, by transporting K+ into vacuoles to control organelle pH and ion homeostasis [101]. For the molecular function category, endopeptidase regulator activity was enriched in the two tissues (S19 Table). This suggested that some stress responsive genes expression might be regulated by posttranslational modification to cope with salinity stress. The peptidase regulator activity and carbohydrate derivative binding were enriched and this was consistent with the previous studies that the accumulation of organic osmolytes, such as sugar alcohols, proline, and polyamines, plays a key role in maintaining the low intracellular osmotic potential of plants and in preventing the harmful effects of salt stress [102, 103].

**Table 4:** The significant GO terms of DEGs for the biological process category both in the LS vs. LCK and RS vs. RCK.

GO term	GO term annotation
GO:0006022	aminoglycan metabolic process
GO:0006026	aminoglycan catabolic process
GO:0006030	chitin metabolic process
GO:0006032	chitin catabolic process
GO:0010035	response to inorganic substance
GO:0010466	negative regulation of peptidase activity
GO:0022607	cellular component assembly
GO:0034622	cellular macromolecular complex assembly
GO:0043933	macromolecular complex subunit organization
GO:0046348	amino sugar catabolic process
GO:0050896	response to stimulus
GO:0051346	negative regulation of hydrolase activity
GO:0052547	regulation of peptidase activity
GO:0065003	macromolecular complex assembly
GO:1901072	glucosamine-containing compound catabolic process

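Transcripts with the word histone in their description were few among the Nipponbare lists (S22–S25 Tables) that give the descriptions used here, and the GO annotation itself was not used here. Of the 5 with at least 10 reads over LCK and LS, all 5 had log2 ratios below 0, with TMM as well, and 2 were called down-regulated. Their reads summed to 16162 in LCK and 11869 in LS, and their log2 ratios (1 read added to each count) ran from -6.45 to -0.27. The median of -0.56 stood at percentile 15.4 of 10000 random lists of the same size matched on mean expression, within their 95% range of -0.96 to 0.85, so that with 5 transcripts no shift of the set was detectable. The corresponding median in the roots was -0.37 (percentile 9.12).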

Especially, we detected some enriched GO terms for the biological process category in LS vs. LCK, including chromatin assembly or disassembly, nucleosome assembly, histone phosphorylation and histone H3-K9 methylation, which belonged to epigenetic processes and were related to transcription. Efficiency of gene expression is highly influenced by chromatin structure that might be modulated epigenetically by processes as DNA methylation and posttranslational modifications of histones. The histone-mediated structure of nucleosomes in the chromatin might be modified and thus influence nucleosome density, binding efficiency of TFs, and transcriptional activity [104]. Several studies have shown that chromatin modification contribute to plant environmental adaptation [105, 106]. However, in contrast to the detailed knowledge on influences of epigenetic mechanisms on developmental processes, information on epigenetic regulation of abiotic stress resistance is still rare.

### Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway mapping

To identify metabolic pathways in which DEGs were involved and enriched, pathway-based analysis was performed using the KEGG pathway database [107]. As a result, 4,131 of 6,876 in the LS vs. LCK and 3,069of 4,988 in the RS vs. RCK were classified into 20 functional categories. Then they were classified into 125 and 126 subcategories, respectively. We further identified over-represented KEGG Orthology (KO) terms (*Q*-value < 0.05), and classified them into 10 categories, respectively (Fig 4). As shown in Fig 4, these transcripts belonged mainly to the following KEGG pathways both in the LS vs. LCK and RS vs. RCK: Biosynthesis of other secondary metabolites, carbohydrate metabolism, global map, metabolism of terpenoids and polyketides, translation, and transport and catabolism. Then they were further classified into 19 and 27 subcategories (S20 and S21 Tables). Among these subcategories, we found that five subcategories, metabolic pathways, biosynthesis of secondary metabolites, amino sugar and nucleotide sugar metabolism, RNA transport, and mRNA surveillance pathway were over-represented both in the LS vs. LCK and RS vs. RCK (S3 Fig). Furthermore, RNA transport and mRNA surveillance pathways were related to transcription, indicating that these pathways might have a modulating impact on the regulation of salt-inducible gene expression. In contrast, KO terms related to endocytosis, ether lipid metabolism, and glycerophospholipid metabolism were exclusively enriched in the LS vs. LCK. This result suggested that there could be considerable differences of biochemical and physiological processes between the leaves and roots of seedlings during salt stress. These annotations provide a valuable resource for investigating specific processes, functions, and pathways of salt-stress responses in different tissues.

**Fig 4:**
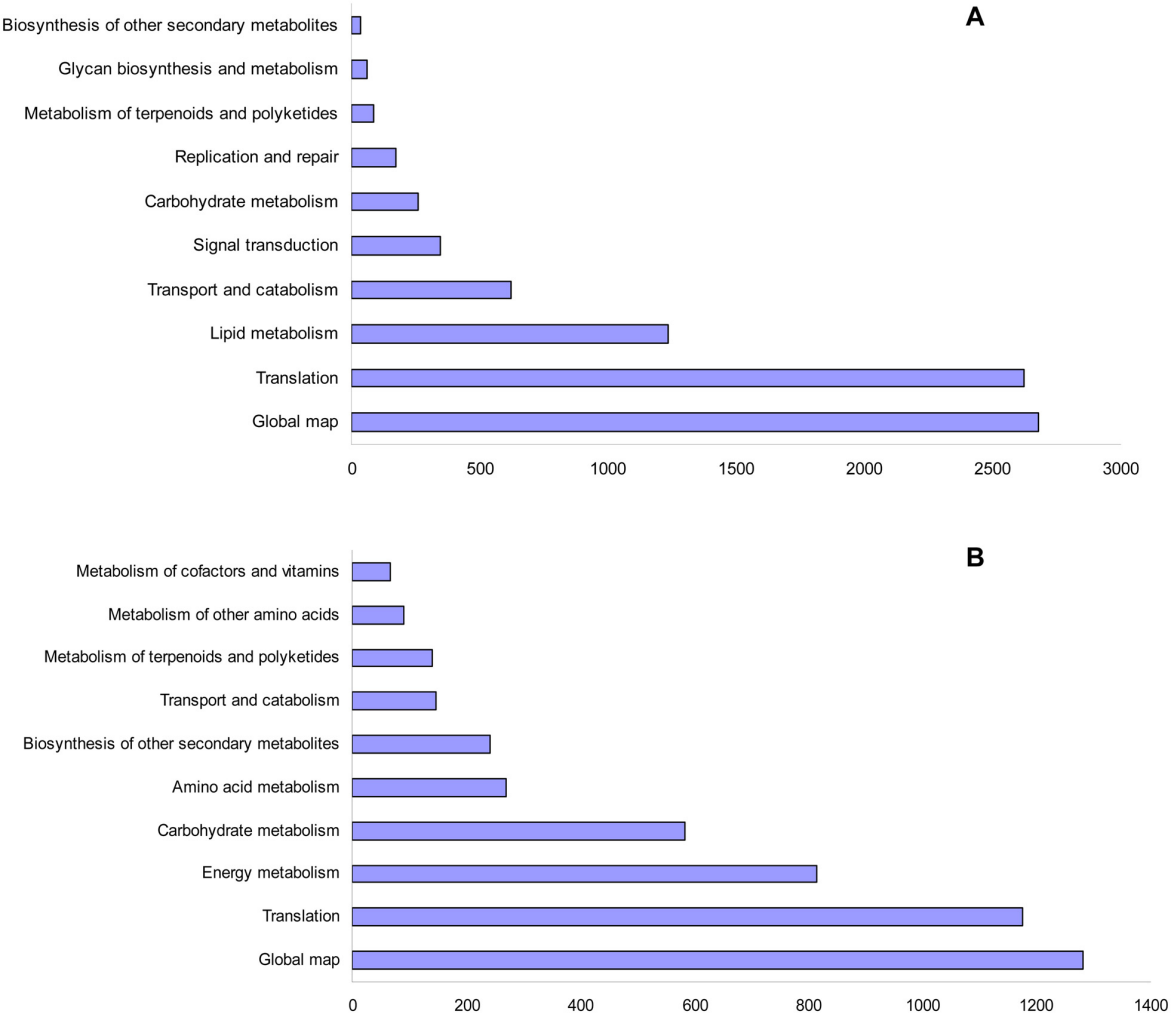
KEGG pathway assignments in the LS vs. LCK (A) and RS vs. RCK (B). The represented categories (Q-value≤ 0.05) and the number of transcripts predicted to belong to each category are shown.

### Comparative analysis of the DEGs in our RNA-Seq with those previously identified by RNA-Seq in cultivated rice Nipponbare

Cultivated rice is considered to have been domesticated from wild rice thousands of years ago. However, in the long-term domestication, cultivated rice lost various valuable traits with regard to tolerance to cold, drought and salinity which derived from wild rice [9]. To investigate the similarities and differences of salt stress responsive mechanisms between cultivated rice and wild rice, we compared our RNA-Seq data with the data of the previous study which used RNA-Seq to investigate the DEGs in the shoots and roots of Nipponbare seedlings with 1 h of salinity stress compared with normal rice shoots and roots [30]. According to the above criteria: false discovery rate (FDR) ≤ 0.001 and the absolute value of log_2_ RPKM ratio ≥ 1, the previous study showed that a total of 665 genes were up-regulation (S22 Table) and 296 genes were down-regulation (S23 Table) in shoots, whereas 1,365 genes were up-regulation (S24 Table) and 1,425 genes were down-regulation (S25 Table) in roots. Among the DEGs, 352 genes were up-regulated and 76 genes were down-regulated in both the shoots and roots.

Comparing our data with the previous study, we found that 176 genes were up-regulated in both the LS vs. LCK (for convenient description, LS vs. LCK was named as LS) and shoots, 278 genes were up-regulated in both the LS and roots, and 100 genes were all up-regulated in the LS, shoots and roots (Fig 5A). 

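The Nipponbare lists were matched to DXWR by MSU locus, and 596 loci up-regulated in Nipponbare shoots and 1254 in Nipponbare roots had a locus identifier. Of the 2155 loci up-regulated in LS, 172 were also up-regulated in shoots (30.4% of the 565 listed loci with reads, 95% Wilson interval 26.8 to 34.4%), 280 in roots (23.7% of the 1182 listed loci with reads, 95% Wilson interval 21.4 to 26.2%) and 101 in both. Random lists of loci of the same size, matched on mean expression and drawn 10000 times, shared a median of 49 (95% range 37 to 62) with LS for shoots and a median of 97 (95% range 80 to 115) for roots. The observed numbers were 3.51 and 2.89 times these medians. Loci of the Nipponbare lists that were down-regulated in LS numbered 84 for shoots and 175 for roots. Of the 67 genes shared in the same direction by LS, RS, shoots and roots, 28 remained with a log2 ratio of at least 2 and 30 with an assumed BCV of 0.2.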

We also found that 67 genes were down-regulated in both the LS and shoots, 236 genes were down-regulated in both the LS and roots, and 13 genes were all down-regulated in the LS, shoots and roots (Fig 5C). 

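Among the 4581 loci down-regulated in LS, 67 were also down-regulated in Nipponbare shoots (28.8% of the 233 listed loci with reads, 95% Wilson interval 23.3 to 34.9%), 238 in roots (22.1% of the 1076 listed loci with reads, 95% Wilson interval 19.7 to 24.7%) and 13 in both. The matched random lists shared a median of 45 (95% range 34 to 57) and a median of 199 (95% range 175 to 223), so that the observed numbers were 1.49 and 1.20 times the medians. Up-regulation in LS was found for 29 of the loci down-regulated in shoots and 114 of those down-regulated in roots. In a comparison chosen after the result was seen, random lists gave medians of 20 (95% range 12 to 28) and 89 (72 to 107). These opposite overlaps were thus 1.45 and 1.28 times their random medians, much like those of the same direction. The overlaps of the down-regulated lists with LS therefore do not show a shared direction.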

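Of the 3036 loci up-regulated in RS, 194 were also up-regulated in Nipponbare shoots (34.3% of the 565 listed loci with reads, 95% Wilson interval 30.5 to 38.3%), 367 in roots (30.7% of the 1195 listed loci with reads, 95% Wilson interval 28.2 to 33.4%) and 109 in both. Random lists matched on mean expression shared a median of 68 (95% range 54 to 83) for shoots and a median of 149 (95% range 128 to 171) for roots. By contrast, 28 and 43 loci of these lists were down-regulated in RS.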

We observed that 193 genes were up-regulated in both the RS vs. RCK (for convenient description, RS vs. RCK was named as RS) and shoots, 364 genes were up-regulated in both RS and roots, and 107 genes were all up-regulated in RS, shoots and roots (Fig 5B). 

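Down-regulation in both RS and Nipponbare was found for 45 loci in shoots (20.4% of the 221 listed loci with reads, 95% Wilson interval 15.6 to 26.2%), 226 in roots (20.7% of the 1091 listed loci with reads, 95% Wilson interval 18.4 to 23.2%) and 13 in both, out of 1851 loci down-regulated in RS. The matched random lists shared a median of 16 (95% range 10 to 24) for shoots and a median of 87 (95% range 70 to 104) for roots. Of the loci down-regulated in Nipponbare roots, 191 were up-regulated in RS, nearly as many as the 226 that were down-regulated. The matched random lists had a higher median for the former, 142 (95% range 121 to 163). The 191 were thus 1.35 times and the 226 2.60 times their random medians.

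**Figure D6:**
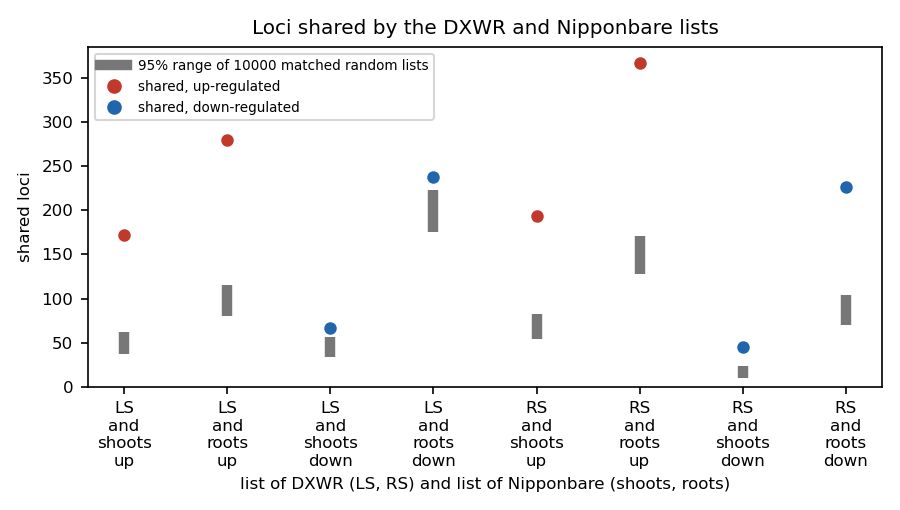
Number of loci (vertical axis) shared by each pair of a DXWR list (LS or RS) and a Nipponbare list (shoots or roots) of the same direction (horizontal axis), with observed numbers as points (red up, blue down) and grey bars for the 95% range of 10000 random lists matched on mean expression. All 8 points lie above their bars, from 45 shared loci against 10 to 24 (RS and shoots, down) to 367 against 128 to 171 (RS and roots, up). For LS and the down-regulated lists, calls of the opposite direction (not drawn) were in similar excess, at 1.45 (shoots) and 1.28 (roots) times their random medians.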

We also observed that 45 genes were down-regulated in both the RS and shoots, 226 genes were down-regulated in both the RS and roots, and 13 genes were all down-regulated in the RS, shoots and roots (Fig 5D).

**Fig 5:**
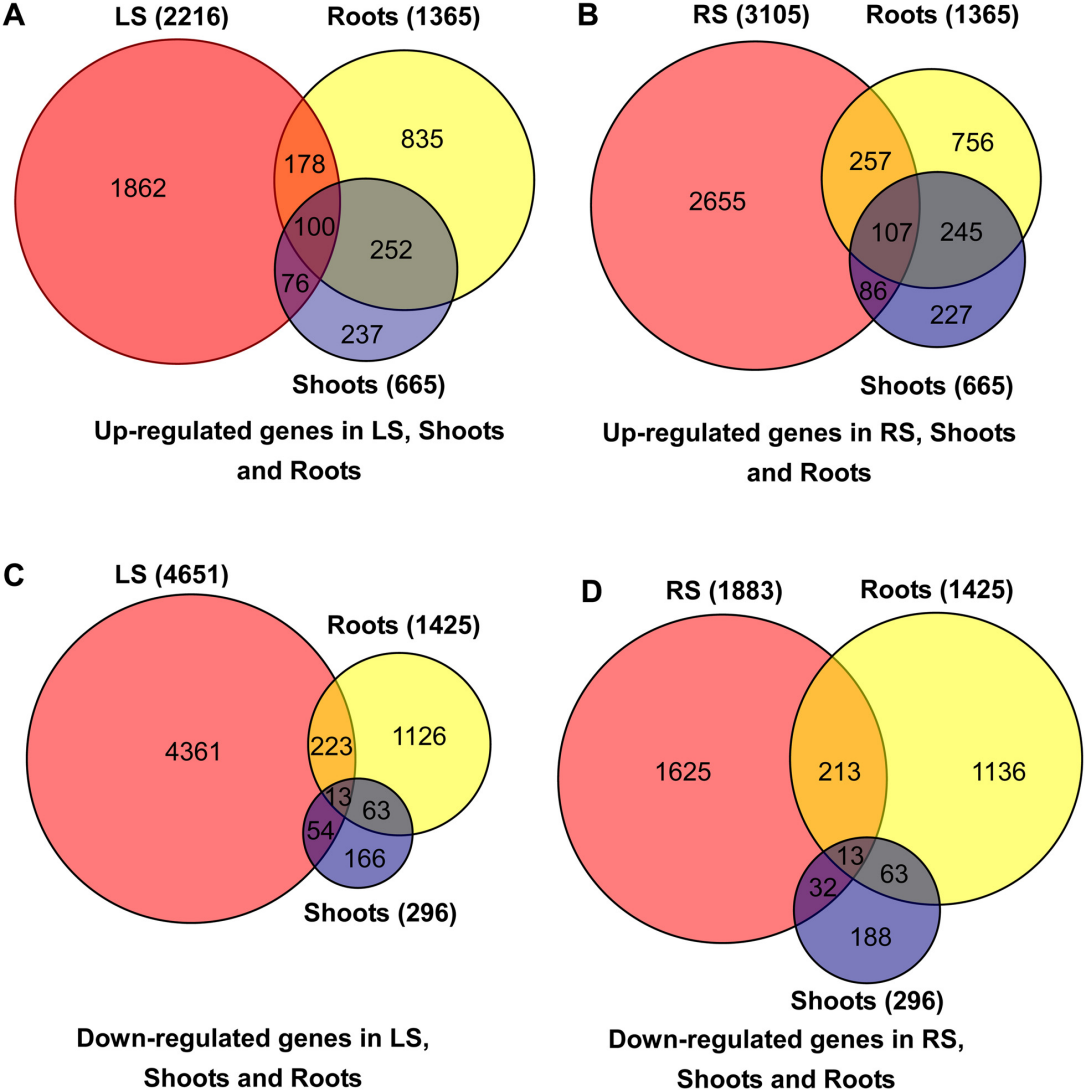
The number of up- and down-regulated genes in the LS (LS vs. LCK), RS (RS vs. RCK), shoots, and roots. (A), up-regulated genes in the LS, shoots, and roots; (B), up-regulated genes in the RS, shoots, and roots; (C), down-regulated genes in the LS, shoots, and roots; (D), down-regulated genes in the RS, shoots, and roots.

Furthermore, we observed that 57 genes and 8 genes were all up-regulated and down-regulated in the LS, RS, shoots, and roots, respectively (S26 and S27 Tables). 

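By locus, 59 genes were up-regulated and 8 down-regulated in LS, RS, shoots and roots, and all 57 genes of S26 Table and 8 of S27 Table were among them. The 57 genes had a median log2 RPKM ratio of 2.93 in the leaves and 2.28 in the roots, and the 8 genes -1.85 and -1.82. At least 100 reads in the higher library were behind 48 and 50 of the 57, and behind all 8 of the others. The largest rise in the leaves was that of LOC_Os05g31670, with 0 reads in LCK and 441 in LS (8.78 with 1 read added to each count), and in the roots that of LOC_Os03g12510, with 0 in RCK and 231 in RS (7.84). The leaf call of LOC_Os03g12510 (12 and 38 reads) was lost with an assumed BCV of 0.1. In S27 Table, LOC_Os05g12580 fell most in the leaves (118 and 13 reads, -3.19, 95% interval -4.00 to -2.37) and LOC_Os03g02040 in the roots (4180 and 463 reads, -3.20, -3.33 to -3.06). With TMM, 69 genes were shared by the 4 sets, and with a BCV of 0.2 30.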

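The LEA gene LOC_Os01g21250 rose from 50 reads (9.95 RPKM) in LCK to 2356 reads (467 RPKM) in LS, a log2 RPKM ratio of 5.55 (95% interval 5.15 to 5.95). In the roots it had 195 reads in RCK and 735 in RS, a log2 ratio of 1.89 (95% interval 1.66 to 2.12). Both calls were kept with TMM, with DESeq2's size factors and with an assumed BCV of 0.2.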

Among the 57 up-regulated genes, one LEA (late embryogenesis abundant) gene (LOC_Os01g21250) was found and the previous studies have proved that the LEA genes, *OsLEA3-2* [76] and *JcLEA* [108] conferred salinity tolerance in the transgenic *Arabidopsis* plants, respectively. Our data combined with the previous studies strongly suggested that the plants could have a common molecular mechanism regulated by LEA proteins to respond to salt stress in different tissues. We also found four WRKY TFs, WRKY24, WRKY28, WRKY70, and WRKY113 among the 57 up-regulated genes. This result is consistent with the previous observations that WRKY-type TFs play important roles in the adaptation to abiotic stresses [109–111]. 

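WRKY24 (LOC_Os01g61080) rose from 176 reads (6.28 RPKM) in RCK to 758 reads (26.6 RPKM) in RS, a log2 RPKM ratio of 2.08 (95% interval 1.85 to 2.32), and in the leaves it had 95 reads in LCK and 305 in LS, a log2 ratio of 1.68 (95% interval 1.34 to 2.01). WRKY70 (LOC_Os05g39720) rose from 1.04 RPKM in LCK to 5.43 RPKM in LS, a log2 ratio of 2.38 (95% interval 1.83 to 2.92), and in the roots it had 267 reads in RCK and 966 in RS, a log2 ratio of 1.83 (95% interval 1.64 to 2.03). WRKY28 (LOC_Os06g44010) and WRKY113 (LOC_Os06g06360) had fewer reads, with 11 reads in LCK and 46 in LS, a log2 ratio of 2.06 (95% interval 1.13 to 2.99) for WRKY28 and 4 reads in LCK and 44 in LS, a log2 ratio of 3.45 (95% interval 2.03 to 4.87) for WRKY113. Their root ratios were 1.88 (1.43 to 2.32) and 2.33 (1.32 to 3.34). With an assumed BCV of 0.2 the leaf call of WRKY24, both calls of WRKY28 and the root call of WRKY113 were lost. Among all 24 transcripts described as WRKY in the Nipponbare lists and having at least 10 reads over RCK and RS, 11 were called up- and 1 down-regulated in the roots, and of 22 in the leaves 6 and 2.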

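The MYB gene LOC_Os01g64360 rose from 65 reads (6.99 RPKM) in LCK to 361 reads (38.6 RPKM) in LS, a log2 RPKM ratio of 2.47 (95% interval 2.09 to 2.85). In the roots its 51 reads in RCK and 104 in RS gave 1.01 (95% interval 0.52 to 1.49), just above the threshold of 1. That call was lost with 1 read added to each count (0.99), with TMM (0.95), with DESeq2's size factors (0.97) and with an assumed BCV of 0.1. The AP2/ERF gene LOC_Os02g52670 rose from 13 reads (1.00 RPKM) in LCK to 131 reads (10.0 RPKM) in LS, a log2 RPKM ratio of 3.33 (95% interval 2.52 to 4.14), and in the roots it had 10 reads in RCK and 37 in RS, a log2 ratio of 1.87 (95% interval 0.88 to 2.85), a call that was also lost with a BCV of 0.1.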

Two salt-responsive genes (LOC_Os01g64360 and LOC_Os02g52670) which belonged to MYB TF family and AP2/ERF TF family respectively were also observed not only in DXWR but also in cultivated rice Nipponbare, indicating that the salt-stress response pathway regulated by MYB and AP2/ERF TFs in cultivated rice may originate from wild rice.

Plants respond to abiotoc stress through a complexity of signaling pathways, and the dephosphorylation mediated by protein phosphatase (PP) is an important event in this process. In the rice genome, 90 PP2C were identified and classified into 11 groups [112]. Recent studies have reported that two PP2C genes, *OsPP18* [113] and *OsPP108* [114] were essential for plant tolerance to several abiotic stresses, such as drought, salt, mannitol, and oxidative stresses. 

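Of the PP2C genes, LOC_Os09g15670 rose from 228 reads (11.9 RPKM) in LCK to 2520 reads (131 RPKM) in LS, a log2 RPKM ratio of 3.46 (95% interval 3.26 to 3.66). In the roots it had 131 reads in RCK and 413 in RS, a log2 ratio of 1.63 (95% interval 1.35 to 1.92), and this call was lost with an assumed BCV of 0.2. LOC_Os03g16170 rose from 150 reads (6.93 RPKM) in LCK to 1147 reads (52.8 RPKM) in LS, a log2 RPKM ratio of 2.93 (95% interval 2.68 to 3.17), and in the roots it had 14 reads in RCK and 85 in RS, a log2 ratio of 2.58 (95% interval 1.77 to 3.39).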

Among the 57 up-regulated genes, we also found two PP2C genes (LOC_Os03g16170 and LOC_Os09g15670). These results suggested that many PP2C genes could act redundantly in the phosphorylation cycles to make the phosphorylated proteins to switch rapidly from one state to another, which allows rice to respond to stress stimuli rapidly and accurately. 13 TPP (trehalose-6-phosphate phosphatase) genes and 14 TPS (trehalose-6-phosphate synthase) have been identified in the rice and one TPP gene, *OsTPP1* [115] and one TPS gene, *OsTPS1* [116] have been found that their overexpression in rice enhanced tolerance to abiotic stress by activating stress tolerance related genes. Besides *OsTPP5* (LOC_Os03g26910) which was found in the 57 up-regulated genes, we also found three TPP genes (*OsTPP6*, *OsTPP7*, and *OsTPP8*), and four TPS genes (*OsTPS4*, *OsTPS6*, *OsTPS9*, and *OsTPS10*) in DXWR and Nipponbare, but not all in the LS, RS, shoots, and roots. Moreover, one TPS gene, *OsTPS8* was only found in DXWR but not in Nipponbare. These results suggested that TPP genes and TPS genes could act together to confer stress tolerance through activating stress responsive genes, but different tissues had their own specific salt-stress response pathway regulated by TPP and TPS genes.

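OsTPP5 (LOC_Os03g26910) rose from 374 reads (19.8 RPKM) in RCK to 1840 reads (95.8 RPKM) in RS, a log2 RPKM ratio of 2.28 (95% interval 2.12 to 2.44). In the leaves it had 113 reads in LCK and 311 in LS, a log2 ratio of 1.45 (95% interval 1.14 to 1.76), a call that was lost with an assumed BCV of 0.2. The other TPP and TPS genes are named without locus identifiers, so they were approached through the 8 transcripts with trehalose in their Nipponbare description (S22–S25 Tables). Of the 6 with at least 10 reads over RCK and RS, 5 had a log2 ratio above 0 and 4 were called up-regulated, with a median of 1.70 (1 read added to each count, percentile 99.97 of the matched random lists, 95% range -0.58 to 0.80). In the leaves 2 of 5 were up- and 1 down-regulated, with a median of -0.33 within the range of the random lists (-1.33 to 0.78). The difference between the tissues was not tested.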

Two RLCK (receptor-like cytoplasmic kinase) genes, *OsRLCK167* (LOC_Os04g56060) and *OsRLCK253* (LOC_Os08g28710) were observed in the 8 down-regulated genes and 57 up-regulated genes, respectively. This result was consistent with the previous study that *OsRLCK167* was down-regulated and *OsRLCK253* was up-regulated under salt stress in rice seedlings [117]. 

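OsRLCK167 (LOC_Os04g56060) fell from 511 reads (24.4 RPKM) in LCK to 148 reads (7.03 RPKM) in LS, a log2 RPKM ratio of -1.79 (95% interval -2.06 to -1.53). In the roots it fell from 671 reads (33.9 RPKM) in RCK to 217 reads (10.8 RPKM) in RS, a log2 RPKM ratio of -1.65 (95% interval -1.87 to -1.43), a call that was lost with an assumed BCV of 0.2. OsRLCK253 (LOC_Os08g28710) rose from 12 reads (0.460 RPKM) in LCK to 365 reads (13.9 RPKM) in LS, a log2 RPKM ratio of 4.92 (95% interval 4.10 to 5.74). In the roots it had 10 reads in RCK and 223 in RS, a log2 ratio of 4.46 (95% interval 3.56 to 5.36).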

To date, however, the molecular mechanism of salt-stress responses regulated by RLCK genes remained unknown. According to our RNA-Seq analyses and previous researches, we supposed that these two genes could play antagonistic roles in responding to salt stress. Taken together, the number of salt-inducible genes in DXWR is much more than that of cultivated rice Nipponbare, whether it was the number of up-regulated genes or down-regulated genes, suggesting that DXWR may have more complex molecular mechanisms and signaling pathways than the cultivated rice Nipponbare to preferably adapt to salt stress. 

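In DXWR, 2216 transcripts at 2155 loci were up-regulated and 4651 at 4581 loci down-regulated in the leaves, against 665 and 296 listed genes in Nipponbare shoots. In the roots, 3105 transcripts at 3036 loci and 1883 at 1851 loci stand against 1365 and 1425. The numbers of DXWR change with depth. After the reads were thinned at random by a factor of 10, an alternative chosen after seeing the data, 998 transcripts were up- and 1754 down-regulated in the leaves and 1115 and 761 in the roots, so that both root numbers fall below those of Nipponbare and both leaf numbers stay above them. The depth, replicates and read lengths of the Nipponbare libraries are not analysed here, and the seedlings of the studies differed in the duration of the treatment. From the larger numbers in DXWR, the paper proposes that DXWR may have more complex molecular mechanisms and signaling pathways to adapt to salt stress, and it names differences in depth, read length and mapping as limits of the comparison.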

Meanwhile, we should realize that there could be limitations in comparison of RNA-Seq results, due to technical differences, such as differences in depth of RNA-Seq experiments and differences in read lengths and mapping. Therefore, the differences between DXWR and Nipponbare in salt-stress responses need to be further analyzed in future.

### DEGs mapped to the previously identified salt stress related QTL intervals

Map-based cloning is one approach that may be used for the identification of genes underlying QTLs. Several QTLs associated with yield [118], cold tolerance [13], brown planthopper resistance [11], and drought tolerance [9] have been identified in DXWR. Based on the Gramene QTL database (www.gramene.org/db/), a total of 17 QTLs related to salt tolerance in rice have been identified. We located 276 genes differentially regulated by salt stress on 7 of these identified QTL intervals. 

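Of the 276 genes of S28 Table, 153 were analysed here, 21 or 22 for each interval in the order listed. All 153 were called in the counts, 66 up and 6 down in the leaves and 122 up and 4 down in the roots. Each was up-regulated in at least 1 tissue, and 45 were called in both. Between the first and the last analysed transcript of each of the 7 intervals, 1157 transcripts had reads and 331 of them (28.6%) were called, compared with 25.1% of all 39711 transcripts. Of the 331, 155 were up-regulated in at least 1 tissue and 176 were down-regulated only, and none of the latter was among the 153. Of the 153, 69 remained with an assumed BCV of 0.2 and 87 with a log2 ratio of at least 2. With TMM 145 remained.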

Among them, the QTLs *qST1*, *qSDS-6*, and *qRNC-9* had the greatest number of co-localized DEGs with 82, 41, and 41 genes, respectively (S28 Table).

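For qST1 (chromosome 1, 33659162 to 38531467 in the paper's coordinates), 22 genes were analysed here, of which 8 were up-regulated in the leaves and 20 in the roots. For qSDS-6 (chromosome 6, 21605889 to 24919236 in the paper's coordinates), 7 of 22 were up-regulated in the leaves and 21 in the roots. For qRNC-9 (chromosome 9, 14362062 to 17837010 in the paper's coordinates), 13 and 15 of 22 were. These intervals are 4872306, 3313348 and 3474949 bp long and are the longest of the 7, the shortest being qSKC-1 with 1412814 bp and 21 genes listed by the paper. Within the part of each interval that the analysed genes span, the share of transcripts called was 25.6% of 195 in qST1, 31.2% of 112 in qSDS-6 and 26.6% of 229 in qRNC-9, and it ranged up to 32.7% in qRKC-4.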

The QTL *qST1* is the most important QTL related to salt stress tolerance in rice at seedling stage [119]. 82 DEGs were co-localized on the *qST1* interval. 

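The 22 genes of qST1 analysed here run from LOC_Os01g58280.1 to LOC_Os01g60830.1, and 7 of them were called in both tissues. The whole span held 195 transcripts with reads, of which 50 were called, 22 up-regulated in at least 1 tissue and 28 down-regulated only.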

Among them, many TFs were found, including two NAC genes, *ONAC048* and *ONAC068*; three WRKY genes, *WRKY22*, *WRKY24*, and *WRKY108*; three C2H2-type ZFP genes, *ZOS1-14*, *ZOS1-15*, and *ZOS1-17*; three bZIP genes, *OsbZIP10*, *OsbZIP11*, and *OsbZIP12*; one MYB gene (LOC_Os01g64360); one C3HC4-type ZFP gene ((LOC_Os01g64620); one AP2/ERF gene (LOC_Os01g64790). 

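ONAC048 (LOC_Os01g66120) was up-regulated in both tissues, with log2 RPKM ratios of 2.28 in the leaves (95% interval 2.17 to 2.40) and 1.21 in the roots (1.04 to 1.38), and so were WRKY24 (LOC_Os01g61080) with 1.68 and 2.08, OsbZIP12 (LOC_Os01g64730) with 2.51 and 1.61, and the MYB gene LOC_Os01g64360 with 2.47 and 1.01. The AP2/ERF gene LOC_Os01g64790 rose from 35 reads (1.86 RPKM) in LCK to 349 reads (18.5 RPKM) in LS, a log2 RPKM ratio of 3.31 (95% interval 2.81 to 3.81), and in the roots it had 13 reads in RCK and 60 in RS, a log2 ratio of 2.18 (95% interval 1.33 to 3.04). ONAC068 (LOC_Os01g60020) was up-regulated in the roots only, with 36 reads in RCK and 373 in RS, a log2 ratio of 3.35 (95% interval 2.86 to 3.84), whereas in the leaves its ratio of -0.97 (-1.48 to -0.46) was below the threshold in size. WRKY22 (LOC_Os01g60490) had 0 reads in RCK and 23 in RS (4.56 with 1 read added to each count). The called transcript of OsbZIP11 (LOC_Os01g64020) with the most reads had 532 reads in RCK and 1271 in RS, a log2 ratio of 1.23 (95% interval 1.09 to 1.38), and OsbZIP10 (LOC_Os01g64000) had 6 reads in RCK and 56 in RS (log2 RPKM ratio 3.20, 95% interval 2.02 to 4.38). The C3HC4-type gene LOC_Os01g64620 had 180 reads in RCK and 440 in RS (log2 RPKM ratio 1.27, 95% interval 1.02 to 1.52). ZOS1-15 (LOC_Os01g62190), the locus of ZFP179, had 22 reads in LCK and 282 in LS, a log2 ratio of 3.67 (95% interval 3.05 to 4.29). The root call of LOC_Os01g64360 was lost with TMM (0.95). With an assumed BCV of 0.2 the root calls of ONAC048, OsbZIP11, OsbZIP12, LOC_Os01g64620, LOC_Os01g64790 and LOC_Os01g64360 and the leaf call of WRKY24 were lost.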

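The PP2C gene LOC_Os01g62760 rose from 1231 reads (58.8 RPKM) in RCK to 2604 reads (123 RPKM) in RS, a log2 RPKM ratio of 1.06 (95% interval 0.96 to 1.16). In the leaves it rose from 2308 to 3977 reads, a ratio of 0.78 (0.70 to 0.85) that was below the threshold of 1 but passed it with TMM (1.04) and with DESeq2's size factors (1.02). The root call was lost with an assumed BCV of 0.2.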

We also found one PP2C gene ((LOC_Os01g62760) and the *P5CS1* gene which encodes for a bifunctional enzyme that catalyzes the rate limiting reaction in proline biosynthesis in living organisms and has been proved to be involved in abiotic stress tolerance [120].

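The GATA-type ZFP gene LOC_Os06g37450 rose from 64 reads (3.25 RPKM) in RCK to 465 reads (23.2 RPKM) in RS, a log2 RPKM ratio of 2.84 (95% interval 2.46 to 3.21). In the leaves it had 616 reads in LCK and 933 in LS, a log2 ratio of 0.59 (95% interval 0.45 to 0.74), below the threshold. The VQ gene LOC_Os06g40090 rose from 10 reads (0.913 RPKM) in LCK to 41 reads (3.73 RPKM) in LS, a log2 RPKM ratio of 2.03 (95% interval 1.05 to 3.01), a call that was lost with an assumed BCV of 0.2, whereas in the roots it was not called, with 351 reads in RCK and 317 in RS, a log2 ratio of -0.17 (95% interval -0.39 to 0.05).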

The major QTL associated with survival days of seedlings under salt stress, designated as *qSDS-6* [121], was co-localized with 41 DEGs, including one GATA-type ZFP gene (LOC_Os06g37450) and a VQ gene (LOC_Os06g40090) which has been reported to be involved in response to abiotic stresses [122]. 41DEGs co-localized on a major QTL *qRNC-9*, which included four TF genes, two bHLH (basic helix-loop-helix) genes (LOC_Os09g24490 and LOC_Os09g28210), one WRKY gene WRKY62, and one C3HC4-type ZFP gene (LOC_Os09g29310). In addition, we also found one annexin gene (LOC_Os09g27990) and the rice annexin genes have been found to be regulated in seedlings stage by various abiotic stressors including salinity, drought, heat and cold [123]. 

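The bHLH gene LOC_Os09g28210 rose from 55 reads (4.34 RPKM) in LCK to 194 reads (15.2 RPKM) in LS, a log2 RPKM ratio of 1.81 (95% interval 1.38 to 2.24). The other bHLH gene, LOC_Os09g24490, had 63 reads in RCK and 153 in RS (log2 RPKM ratio 1.26, 95% interval 0.84 to 1.68). Both calls were lost with an assumed BCV of 0.2. The C3HC4-type ZFP gene LOC_Os09g29310 rose from 81 reads (3.86 RPKM) in LCK to 343 reads (16.3 RPKM) in LS, a log2 RPKM ratio of 2.08 (95% interval 1.73 to 2.42). None of these genes was called in the other tissue, where the ratios were 0.74 (LOC_Os09g28210, roots), -0.63 (LOC_Os09g24490, leaves) and -0.01 (LOC_Os09g29310, roots).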

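The annexin gene LOC_Os09g27990 rose from 7.13 RPKM in RCK, where it had 115 reads, to 15.4 RPKM in RS, a log2 RPKM ratio of 1.12 (95% interval 0.80 to 1.43). In the leaves it had 52 reads in LCK and 70 in LS, a log2 ratio of 0.42 (95% interval -0.09 to 0.94), an interval that includes 0. The root call was lost with an assumed BCV of 0.2.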

By combining further functional identification and QTL fine mapping, the co-localized DEGs detected in this RAN-Seq analysis may provide the basic for gene cloning and elucidation of the common molecular mechanisms responsible for salt tolerance between in the DXWR and rice.

## Conclusions

DXWR has several desired agronomic traits, and therefore it is considered as an important genetic resource for rice breeding. In this study, we used RNA-Seq platform to systematically investigate the salinity stress-inducible transcripts of leaves and roots at the seedling stage of DXWR. Identified DEGs with contrasting expression patterns between leaves and roots in response to salt stress are excellent targets for further functional studies to understand more specific molecular mechanisms of salt tolerance. Furthermore, this data set, compared with the previous RNA-Seq analysis and QTLs for salt tolerance in rice, provides clues for candidate transcripts and more complete information that are essential for future studies into the specific molecular mechanisms of salt-stress responses in DXWR. Further experiments are in progress towards functional validation of putative candidate genes to provide genetic resources for the improvement of salt-stress tolerance in rice.

## Supporting Information

S1 Fig Distribution of genes coverage in the leaves and roots of DXWR seedlings with or without salt treatment, respectively. (PDF) Click here for additional data file.

S2 Fig Comparison of the expression of 32 randomly selected genes using RNA-Seq and qRT-PCR. (PDF) Click here for additional data file.

S3 Fig The subcategories of over-represented KO terms (*Q*-value < 0.05) in the LS vs. LCK and RS vs. RCK. (PDF) Click here for additional data file.

S1 Table List of up-regulated genes in LS vs. LCK. (XLS) Click here for additional data file.

S2 Table List of down-regulated genes in LS vs. LCK. (XLS) Click here for additional data file.

S3 Table List of up-regulated genes in RS vs. RCK. (XLS) Click here for additional data file.

S4 Table List of down-regulated genes in RS vs. RCK. (XLS) Click here for additional data file.

S5 Table List of CCCH-type ZFP genes among the DEGs detected by RNA-Seq. (PDF) Click here for additional data file.

S6 Table List of NAC-type genes among the DEGs detected by RNA-Seq. (PDF) Click here for additional data file.

S7 Table List of MYB-type TF genes among the DEGs detected by RNA-Seq. (PDF) Click here for additional data file.

S8 Table List of bZIP TF genes among the DEGs detected by RNA-Seq. (PDF) Click here for additional data file.

S9 Table List of AP2/ERF TF genes among the DEGs detected by RNA-Seq. (PDF) Click here for additional data file.

S10 Table List of TF genes among the significant up-regulated DEGs detected in LS vs. LCK. (PDF) Click here for additional data file.

S11 Table List of TF genes among the significant up-regulated DEGs detected in RS vs. RCK. (PDF) Click here for additional data file.

S12 Table Significant GO terms of DEGs in the biological process category for LS vs. LCK. (PDF) Click here for additional data file.

S13 Table Significant GO terms of DEGs in the biological process category for RS vs. RCK. (PDF) Click here for additional data file.

S14 Table Significant GO terms of DEGs in the cellular component category for LS vs. LCK. (PDF) Click here for additional data file.

S15 Table Significant GO terms of DEGs in the cellular component category for RS vs. RCK. (PDF) Click here for additional data file.

S16 Table Significant GO terms of DEGs in molecular function category for LS vs. LCK. (PDF) Click here for additional data file.

S17 Table Significant GO terms of DEGs in molecular function category for RS vs. RCK. (PDF) Click here for additional data file.

S18 Table The significant GO terms of DEGs for the cellular component category both in the LS vs. LCK and RS vs. RCK. (PDF) Click here for additional data file.

S19 Table The significant GO terms of DEGs for the molecular function category both in the LS vs. LCK and RS vs. RCK. (PDF) Click here for additional data file.

S20 Table Significant KO terms of DEGs in the LS vs. LCK (*Q*-value < 0.05). (PDF) Click here for additional data file.

S21 Table Significant KO terms of DEGs in the RS vs. RCK (*Q*-value < 0.05). (PDF) Click here for additional data file.

S22 Table List of up-regulated genes in shoots [30]. (XLS) Click here for additional data file.

S23 Table List of down-regulated genes in shoots [30]. (XLS) Click here for additional data file.

S24 Table List of up-regulated genes in roots [30]. (XLS) Click here for additional data file.

S25 Table List of down-regulated genes in roots [30]. (XLS) Click here for additional data file.

S26 Table List of the same up-regulated genes among the LS, RS, shoots, and roots. (PDF) Click here for additional data file.

S27 Table List of the same down-regulated genes among the LS, RS, shoots, and roots. (PDF) Click here for additional data file.

S28 Table Co-localization of DEGs onto the previous detected QTLs responsible for salt treatment in rice. (XLS) Click here for additional data file.

S29 Table Primers used for qRT-PCR analysis of differentially expressed genes. (PDF) Click here for additional data file.

## Abbreviations

AP2: APETALA2
bHLH: basic helix-loop-helix
bZIP: basic leucine zipper
DEGs: differentially expressed genes
DXWR: Dongxiang wild rice
ERF: ethylene response factor
FDR: false discovery rate
GO: Gene Ontology
HKT: high-affinity potassium transporter;
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: KEGG Orthology
LEA: late embryogenesis abundant
NAC: NAM, ATAF, and CUC
PP: protein phosphatase
RPKM: reads per kilobase per million reads
QTLs: quantitative trait loci
RLCK: receptor-like cytoplasmic kinase
TFs: transcription factors
TPP: trehalose-6-phosphate phosphatase
WEGO: Web Gene Ontology Annotation Plot
XB: Xieqingzao B
ZFPs: zinc finger proteins

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S1 Fig

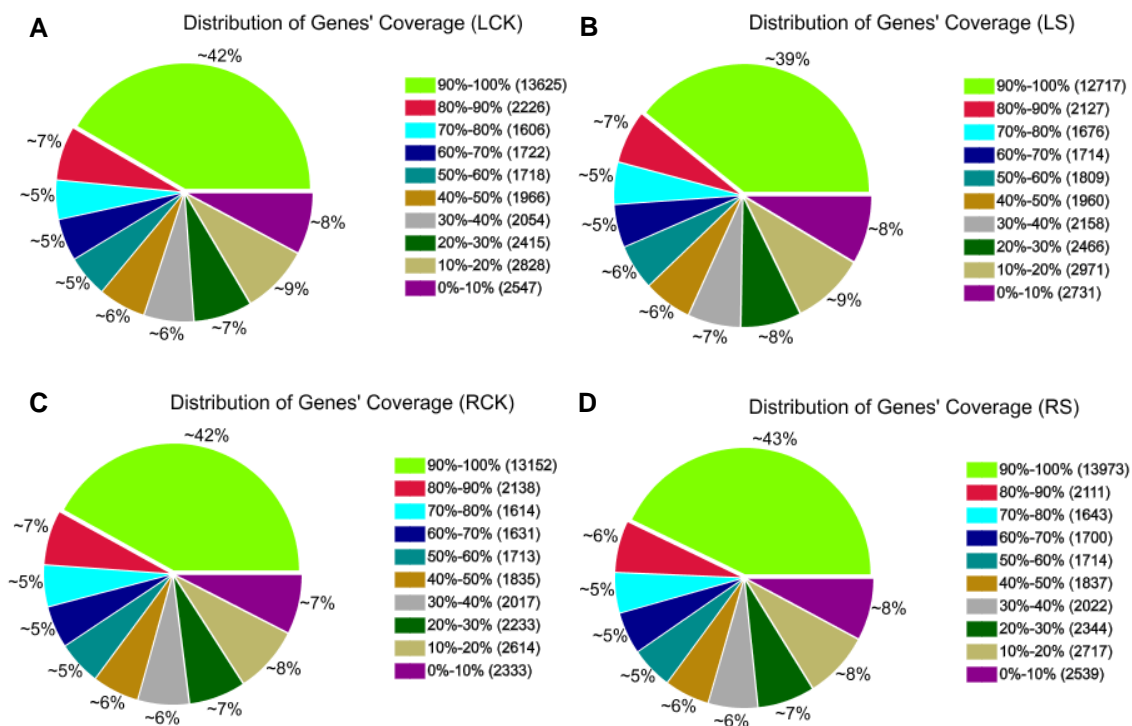

**S1 Fig. Distribution of genes coverage in the leaves and roots of DXWR seedlings with or without salt treatment, respectively.** **A** leaves without salt treatment (LCK). **B** leaves with salt treatment (LS). **C** roots without salt treatment (RCK). **D** roots with salt treatment (RS). Gene coverage is the percentage of a gene that is covered by reads and defined as the ratio of the number of bases in a gene covered by uniquely mapped reads to the number of total bases in the gene. The pie graph demonstrates the detailed percentage of the different gene coverage listing on the left of the pie graph.

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S2 Fig

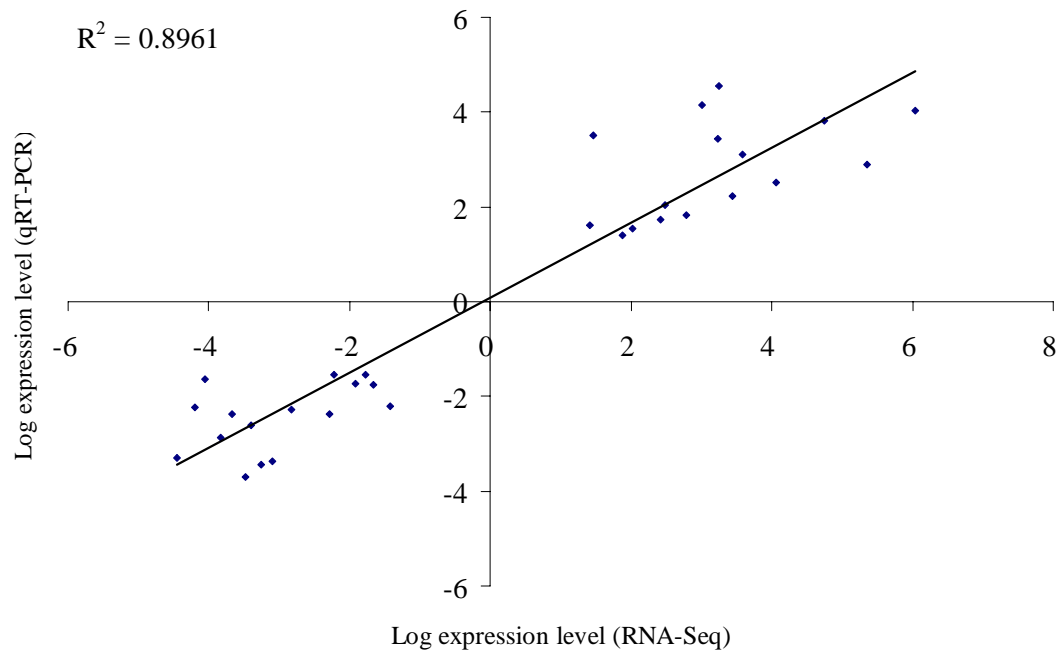

**S2 Fig. Comparison of the expression of 32 randomly selected genes using RNA-Seq and qRT-PCR.** The gene expression values were transformed to  $\log_2$  scale. The RNA-Seq data  $\log_2$ -value (X-axis) was plotted against the qRT-PCR  $\log_2$ -value (Y-axis).

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S5 Table

**S5 Table. List of CCCH-type ZFP genes among the DEGs detected by RNA-Seq.**

| Gene name      | Gene ID        | Up or down (Log <sub>2</sub> ratio) |              |
|----------------|----------------|-------------------------------------|--------------|
|                |                | LS vs. LCK                          | RS vs. RCK   |
| <i>OsC3H9</i>  | LOC_Os01g45730 | none                                | down (-1.18) |
| <i>OsC3H10</i> | LOC_Os01g53650 | up (12.04)                          | none         |
| <i>OsC3H20</i> | LOC_Os03g02160 | down (-1.47)                        | none         |
| <i>OsC3H22</i> | LOC_Os03g21140 | down (-1.50)                        | none         |
| <i>OsC3H32</i> | LOC_Os04g57600 | up (1.39)                           | none         |
| <i>OsC3H37</i> | LOC_Os05g45020 | none                                | up (1.23)    |
| <i>OsC3H39</i> | LOC_Os05g50080 | down (-1.01)                        | none         |
| <i>OsC3H42</i> | LOC_Os06g32720 | down (-3.78)                        | none         |
| <i>OsC3H49</i> | LOC_Os07g18050 | none                                | up (1.02)    |
| <i>OsC3H54</i> | LOC_Os08g03310 | up (2.49)                           | none         |
| <i>OsC3H62</i> | LOC_Os10g25220 | down (-1.67)                        | none         |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S6 Table

**S6 Table. List of NAC-type genes among the DEGs detected by RNA-Seq.**

| Gene name      | Gene ID        | Up or down (Log <sub>2</sub> ratio) |              |
|----------------|----------------|-------------------------------------|--------------|
|                |                | LS vs. LCK                          | RS vs. RCK   |
| <i>ONAC001</i> | LOC_Os09g33490 | down (-1.12)                        | none         |
| <i>ONAC003</i> | LOC_Os01g09550 | none                                | down (-1.66) |
| <i>ONAC007</i> | LOC_Os06g04090 | none                                | down (-1.35) |
| <i>ONAC008</i> | LOC_Os04g43560 | none                                | down (-1.40) |
| <i>ONAC010</i> | LOC_Os07g37920 | up (1.87)                           | none         |
| <i>ONAC012</i> | LOC_Os05g37080 | none                                | down (-1.34) |
| <i>ONAC015</i> | LOC_Os07g48550 | down (-1.27)                        | none         |
| <i>ONAC017</i> | LOC_Os11g05614 | none                                | up (1.36)    |
| <i>ONAC022</i> | LOC_Os03g04070 | none                                | up (1.68)    |
| <i>ONAC029</i> | LOC_Os08g02300 | down (-1.12)                        | none         |
| <i>ONAC039</i> | LOC_Os03g21030 | up (1.97)                           | none         |
| <i>ONAC048</i> | LOC_Os01g66120 | up (2.28)                           | up (1.21)    |
| <i>ONAC055</i> | LOC_Os03g01870 | down (-1.93)                        | none         |
| <i>ONAC062</i> | LOC_Os05g48850 | down (-1.11)                        | down (-1.98) |
| <i>ONAC066</i> | LOC_Os03g56580 | down (-1.52)                        | up (1.64)    |
| <i>ONAC068</i> | LOC_Os01g60020 | none                                | up (3.35)    |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S7 Table

**S7 Table. List of MYB-type TF genes among the DEGs detected by RNA-Seq.**

| Gene ID        | Type | Up or down (Log <sub>2</sub> ratio) |              |
|----------------|------|-------------------------------------|--------------|
|                |      | LS vs. LCK                          | RS vs. RCK   |
| LOC_Os01g03720 | R2R3 | up (1.08)                           | up (1.40)    |
| LOC_Os01g07450 | R2R3 | none                                | down (-2.23) |
| LOC_Os01g16810 | R2R3 | down (-10.37)                       | up (1.44)    |
| LOC_Os01g18240 | R2R3 | none                                | down (-1.11) |
| LOC_Os01g19330 | R2R3 | none                                | up (1.95)    |
| LOC_Os01g36460 | R2R3 | down (-1.63)                        | none         |
| LOC_Os01g49160 | R2R3 | down (-1.62)                        | up (1.95)    |
| LOC_Os01g50720 | R2R3 | down (-2.02)                        | down (-3.18) |
| LOC_Os01g51260 | R2R3 | down (-2.77)                        | none         |
| LOC_Os01g63160 | R2R3 | down (-1.66)                        | none         |
| LOC_Os01g64360 | R2R3 | up (2.47)                           | up (1.01)    |
| LOC_Os02g02370 | R2R3 | none                                | down (-1.11) |
| LOC_Os02g36890 | R2R3 | down (-3.78)                        | none         |
| LOC_Os02g40530 | R2R3 | none                                | up (3.76)    |
| LOC_Os02g42870 | R2R3 | down (-3.25)                        | none         |
| LOC_Os03g04900 | R2R3 | none                                | down (-1.16) |
| LOC_Os03g20090 | R2R3 | up (1.39)                           | up (1.64)    |
| LOC_Os03g25550 | R2R3 | down (-1.37)                        | none         |
| LOC_Os03g26130 | R2R3 | down (-2.01)                        | none         |
| LOC_Os03g27090 | R2R3 | none                                | down (-1.06) |
| LOC_Os04g38740 | R2R3 | down (-2.80)                        | none         |
| LOC_Os04g45020 | R2R3 | none                                | down (-1.48) |
| LOC_Os05g04210 | R2R3 | up (9.49)                           | up (4.60)    |
| LOC_Os05g04820 | R2R3 | down (-1.16)                        | down (-1.34) |
| LOC_Os05g28320 | R2R3 | down (-2.38)                        | none         |
| LOC_Os05g35500 | R2R3 | none                                | down (-1.07) |

|                |             |              |              |
|----------------|-------------|--------------|--------------|
| LOC_Os06g02250 | R2R3        | none         | down (-2.93) |
| LOC_Os06g06740 | R2R3        | down (-9.55) | none         |
| LOC_Os06g10350 | R2R3        | down (-1.32) | none         |
| LOC_Os06g14670 | R2R3        | up (1.17)    | down (-1.72) |
| LOC_Os06g43090 | R2R3        | down (-1.29) | none         |
| LOC_Os07g37210 | R2R3        | up (1.41)    | down (-1.54) |
| LOC_Os07g44090 | R2R3        | none         | down (-1.51) |
| LOC_Os07g48870 | R2R3        | none         | up (1.83)    |
| LOC_Os08g33660 | R2R3        | down (-3.01) | none         |
| LOC_Os08g33800 | R2R3        | down (-2.67) | none         |
| LOC_Os08g37970 | R2R3        | down (-1.48) | none         |
| LOC_Os08g43450 | R2R3        | down (-1.68) | none         |
| LOC_Os09g23620 | R2R3        | none         | up (1.18)    |
| LOC_Os09g26170 | R2R3        | none         | down (-1.34) |
| LOC_Os09g36250 | R2R3        | none         | down (-1.05) |
| LOC_Os10g33810 | R2R3        | up (4.40)    | none         |
| LOC_Os12g07640 | R2R3        | none         | down (-2.08) |
| LOC_Os12g33070 | R2R3        | down (-2.52) | none         |
| LOC_Os12g37690 | R2R3        | up (2.63)    | up (3.15)    |
| LOC_Os12g37970 | R2R3        | none         | down (-1.41) |
| LOC_Os12g38400 | R2R3        | down (-1.44) | none         |
| LOC_Os01g09280 | MYB-related | up (1.23)    | up (1.48)    |
| LOC_Os01g09640 | MYB-related | up (1.33)    | none         |
| LOC_Os01g41900 | MYB-related | down (-1.05) | up (1.58)    |
| LOC_Os02g46030 | MYB-related | up (3.49)    | up (1.22)    |
| LOC_Os04g49450 | MYB-related | up (4.68)    | none         |
| LOC_Os06g51260 | MYB-related | up (1.03)    | none         |
| LOC_Os08g04840 | MYB-related | up (1.37)    | none         |
| LOC_Os08g06110 | MYB-related | up (1.17)    | none         |

|                |             |              |              |
|----------------|-------------|--------------|--------------|
| LOC_Os01g43230 | MYB-related | up (1.52)    | none         |
| LOC_Os06g28630 | MYB-related | down (-3.18) | none         |
| LOC_Os01g63460 | MYB-related | down (-2.07) | down (-1.71) |
| LOC_Os01g64360 | MYB-related | up (2.47)    | up (1.01)    |
| LOC_Os05g37730 | MYB-related | none         | down (-1.55) |
| LOC_Os01g12860 | R1R2R3      | down (-3.32) | none         |
| LOC_Os12g13570 | R1R2R3      | down (-3.40) | none         |

---

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S8 Table

**S8 Table. List of bZIP TF genes among the DEGs detected by RNA-Seq.**

| Gene name      | Gene ID        | Group | Up or down (Log <sub>2</sub> ratio) |              |
|----------------|----------------|-------|-------------------------------------|--------------|
|                |                |       | LS vs. LCK                          | RS vs. RCK   |
| <i>OsZIP02</i> | LOC_Os01g11350 | V     | down (-3.67)                        | none         |
| <i>OsZIP06</i> | LOC_Os01g55150 | V     | down (-2.78)                        | none         |
| <i>OsZIP10</i> | LOC_Os01g64000 | VI    | none                                | up (3.20)    |
| <i>OsZIP11</i> | LOC_Os01g64020 | VII   | none                                | up (1.77)    |
| <i>OsZIP12</i> | LOC_Os01g64730 | VI    | up (2.51)                           | up (1.61)    |
| <i>OsZIP14</i> | LOC_Os02g03960 | IV    | down (-1.69)                        | down (-1.01) |
| <i>OsZIP16</i> | LOC_Os02g09830 | IV    | up (1.62)                           | none         |
| <i>OsZIP19</i> | LOC_Os02g14910 | V     | down (-2.49)                        | down (-1.11) |
| <i>OsZIP20</i> | LOC_Os02g16680 | IV    | up (1.55)                           | none         |
| <i>OsZIP24</i> | LOC_Os02g58670 | VI    | none                                | up (1.01)    |
| <i>OsZIP25</i> | LOC_Os03g03550 | IX    | down (-1.33)                        | none         |
| <i>OsZIP32</i> | LOC_Os03g56010 | IV    | none                                | up (3.30)    |
| <i>OsZIP36</i> | LOC_Os04g41820 | IX    | down (-3.36)                        | none         |
| <i>OsZIP37</i> | LOC_Os04g54474 | VII   | down (-1.45)                        | none         |
| <i>OsZIP41</i> | LOC_Os05g37170 | VII   | none                                | up (1.53)    |
| <i>OsZIP45</i> | LOC_Os05g49420 | I     | up (1.28)                           | none         |
| <i>OsZIP58</i> | LOC_Os07g08420 | IV    | up (3.29)                           | up (1.32)    |
| <i>OsZIP61</i> | LOC_Os07g48180 | IX    | down (-3.19)                        | none         |
| <i>OsZIP62</i> | LOC_Os07g48660 | VI    | down (-1.43)                        | none         |
| <i>OsZIP64</i> | LOC_Os08g07970 | VII   | down (-1.62)                        | none         |
| <i>OsZIP67</i> | LOC_Os08g38020 | IV    | none                                | up (2.56)    |
| <i>OsZIP69</i> | LOC_Os08g43600 | VI    | down (-1.56)                        | none         |
| <i>OsZIP73</i> | LOC_Os09g29820 | IV    | down (-2.39)                        | none         |
| <i>OsZIP74</i> | LOC_Os09g31390 | VII   | none                                | down (-1.03) |
| <i>OsZIP77</i> | LOC_Os09g36910 | VI    | down (-3.20)                        | down (-1.59) |
| <i>OsZIP79</i> | LOC_Os11g05480 | VII   | down (-1.51)                        | none         |
| <i>OsZIP89</i> | LOC_Os12g43790 | IV    | none                                | up (1.56)    |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S9 Table

**S9 Table. List of AP2/ERF TF genes among the DEGs detected by RNA-Seq.**

| Gene ID        | Phy. Subfamily | Up or down (Log <sub>2</sub> ratio) |              |
|----------------|----------------|-------------------------------------|--------------|
|                |                | LS vs. LCK                          | RS vs. RCK   |
| LOC_Os01g04750 | RAV            | none                                | down (-1.35) |
| LOC_Os01g07120 | DREB           | up (2.44)                           | none         |
| LOC_Os01g12440 | ERF            | down (-1.59)                        | none         |
| LOC_Os01g46870 | ERF            | down (-12.37)                       | none         |
| LOC_Os01g49830 | RAV            | none                                | up (1.02)    |
| LOC_Os01g64790 | DREB           | up (3.31)                           | up (2.18)    |
| LOC_Os01g67410 | AP2            | down (-2.81)                        | none         |
| LOC_Os02g32140 | ERF            | up (4.21)                           | up (3.60)    |
| LOC_Os02g40070 | AP2            | down (-9.87)                        | none         |
| LOC_Os02g42585 | ERF            | up (1.86)                           | none         |
| LOC_Os02g43790 | ERF            | down (-1.13)                        | up (1.36)    |
| LOC_Os02g43820 | DREB           | up (2.67)                           | none         |
| LOC_Os02g52670 | DREB           | up (3.33)                           | up (1.87)    |
| LOC_Os02g55380 | ERF            | none                                | up (3.01)    |
| LOC_Os03g08460 | ERF            | down (-1.10)                        | none         |
| LOC_Os03g15660 | ERF            | down (-4.40)                        | none         |
| LOC_Os03g64260 | ERF            | none                                | up (4.68)    |
| LOC_Os04g34970 | DREB           | up (12.34)                          | none         |
| LOC_Os04g46250 | DREB           | none                                | up (1.33)    |
| LOC_Os04g46400 | DREB           | down (-1.41)                        | down (-1.44) |
| LOC_Os04g55970 | AP2            | down (-10.10)                       | none         |
| LOC_Os04g57340 | ERF            | up (1.14)                           | none         |
| LOC_Os05g32270 | DREB           | down (-2.12)                        | none         |
| LOC_Os05g36100 | ERF            | none                                | up (9.65)    |
| LOC_Os05g37640 | DREB           | up (1.28)                           | up (1.95)    |
| LOC_Os05g47650 | RAV            | none                                | up (1.58)    |

|                |      |               |              |
|----------------|------|---------------|--------------|
| LOC_Os05g49700 | DREB | up (2.04)     | none         |
| LOC_Os06g03670 | ERF  | up (4.64)     | none         |
| LOC_Os06g07030 | DREB | up (1.89)     | up (2.33)    |
| LOC_Os06g08340 | ERF  | none          | up (4.30)    |
| LOC_Os06g40150 | ERF  | down (-1.78)  | none         |
| LOC_Os06g43220 | AP2  | down (-3.78)  | none         |
| LOC_Os06g44750 | AP2  | down (-10.40) | none         |
| LOC_Os07g03250 | ERF  | down (-5.81)  | none         |
| LOC_Os07g13170 | AP2  | down (-3.33)  | none         |
| LOC_Os08g36920 | ERF  | none          | up (12.22)   |
| LOC_Os08g42550 | RAV  | down (-2.23)  | none         |
| LOC_Os09g39850 | ERF  | none          | up (2.79)    |
| LOC_Os10g41130 | DREB | down (-1.03)  | none         |
| LOC_Os11g03540 | AP2  | down (-2.13)  | down (-1.37) |
| LOC_Os12g03290 | AP2  | down (-1.81)  | none         |

---

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S10 Table

**S10 Table. List of TF genes among the significant up-regulated DEGs detected in LS vs. LCK.**

| Gene ID        | log2 Ratio(LS/LCK) | Description                                            |
|----------------|--------------------|--------------------------------------------------------|
| LOC_Os01g56690 | 9.89               | helix-loop-helix DNA-binding domain containing protein |
| LOC_Os08g36740 | 3.16               | bhelix-loop-helix transcription factor                 |
| LOC_Os02g43330 | 8.44               | Homeodomain-leucine zipper transcription factor        |
| LOC_Os04g45810 | 3.97               | Homeodomain-leucine zipper transcription factor        |
| LOC_Os09g21180 | 3.29               | homeobox associated leucine zipper                     |
| LOC_Os01g57890 | 4.85               | Homeobox domain containing protein                     |
| LOC_Os06g45040 | 4.58               | B-box zinc finger family protein                       |
| LOC_Os02g49230 | 3.16               | CCT/B-box zinc finger protein                          |
| LOC_Os07g39960 | 4.52               | ZOS7-07 - C2H2 zinc finger protein                     |
| LOC_Os03g62230 | 4.32               | ZOS3-24 - C2H2 zinc finger protein                     |
| LOC_Os01g62190 | 3.67               | ZOS1-15 - C2H2 zinc finger protein                     |
| LOC_Os03g60570 | 3.65               | ZOS3-22 - C2H2 zinc finger protein                     |
| LOC_Os02g45780 | 3.28               | zinc finger, C3HC4 type domain containing protein      |
| LOC_Os12g02210 | 3.52               | RING finger protein                                    |
| LOC_Os05g29710 | 3.16               | RING-H2 finger protein                                 |
| LOC_Os02g26430 | 3.78               | WRKY42                                                 |
| LOC_Os06g06360 | 3.45               | WRKY113                                                |
| LOC_Os01g39020 | 3.74               | HSF-type DNA-binding domain containing protein         |
| LOC_Os06g35960 | 3.35               | HSF domain class transcription factor                  |
| LOC_Os11g04400 | 3.23               | GRAS family transcription factor containing protein    |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S11 Table

**S11 Table. List of TF genes among the significant up-regulated DEGs detected in RS vs. RCK.**

| Gene ID        | log2 Ratio(RS/RCK) | Description                                            |
|----------------|--------------------|--------------------------------------------------------|
| LOC_Os03g32220 | 11.73              | ZOS3-11 - C2H2 zinc finger protein                     |
| LOC_Os04g39520 | 3.93               | ZOS4-08 - C2H2 zinc finger protein                     |
| LOC_Os11g47700 | 11.23              | zinc finger, C3HC4 type domain containing protein      |
| LOC_Os11g04680 | 9.88               | zinc finger, C3HC4 type domain containing protein      |
| LOC_Os11g47690 | 4.07               | zinc finger, C3HC4 type domain containing protein      |
| LOC_Os03g50310 | 4.34               | CCT/B-box zinc finger protein                          |
| LOC_Os02g39710 | 3.15               | CCT/B-box zinc finger protein                          |
| LOC_Os06g47850 | 3.25               | zinc finger family protein                             |
| LOC_Os12g24870 | 4.15               | SWIM zinc finger family protein                        |
| LOC_Os02g33720 | 3.21               | RING-H2 finger protein                                 |
| LOC_Os01g60490 | 10.72              | WRKY22                                                 |
| LOC_Os05g49620 | 3.97               | WRKY19                                                 |
| LOC_Os01g09100 | 3.68               | WRKY10                                                 |
| LOC_Os02g26430 | 3.62               | WRKY42                                                 |
| LOC_Os12g02400 | 3.48               | WRKY114                                                |
| LOC_Os06g10820 | 10.53              | helix-loop-helix DNA-binding domain containing protein |
| LOC_Os01g09930 | 9.73               | BHLH transcription factor                              |
| LOC_Os12g32400 | 3.70               | helix-loop-helix DNA-binding domain containing protein |
| LOC_Os04g23550 | 3.62               | basic helix-loop-helix family protein                  |
| LOC_Os02g43330 | 4.73               | homeobox associated leucine zipper                     |
| LOC_Os04g45810 | 3.44               | Homeodomain-leucine zipper transcription factor        |
| LOC_Os05g30660 | 3.18               | leucine zipper protein-like                            |
| LOC_Os01g21590 | 3.79               | homeodomain                                            |
| LOC_Os12g10520 | 10.18              | OsMADS33 - MADS-box family gene with MIKCC type-box    |
| LOC_Os01g06560 | 4.19               | transcription factor HBP-1b                            |
| LOC_Os11g04400 | 3.15               | GRAS family transcription factor containing protein    |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S12 Table

**S12 Table. Significant GO terms of DEGs in the biological process category for LS vs. LCK.**

| GO term    | GO term annotation                                  | <i>P</i> -value |
|------------|-----------------------------------------------------|-----------------|
| GO:0006323 | DNA packaging                                       | 9.58E-31        |
| GO:0031497 | chromatin assembly                                  | 4.43E-30        |
| GO:0071103 | DNA conformation change                             | 1.88E-29        |
| GO:0006334 | nucleosome assembly                                 | 2.64E-29        |
| GO:0034728 | nucleosome organization                             | 2.64E-29        |
| GO:0065004 | protein-DNA complex assembly                        | 1.4E-25         |
| GO:0071824 | protein-DNA complex subunit organization            | 1.4E-25         |
| GO:0006333 | chromatin assembly or disassembly                   | 7.53E-23        |
| GO:0007018 | microtubule-based movement                          | 1.02E-19        |
| GO:0006928 | cellular component movement                         | 8.04E-16        |
| GO:0007017 | microtubule-based process                           | 1.19E-15        |
| GO:0022607 | cellular component assembly                         | 1E-11           |
| GO:0065003 | macromolecular complex assembly                     | 2.22E-11        |
| GO:0034622 | cellular macromolecular complex assembly            | 3.44E-10        |
| GO:0006261 | DNA-dependent DNA replication                       | 2.81E-08        |
| GO:0051301 | cell division                                       | 5.5E-08         |
| GO:0043933 | macromolecular complex subunit organization         | 5.7E-08         |
| GO:0008283 | cell proliferation                                  | 1.05E-07        |
| GO:0006270 | DNA replication initiation                          | 4.05E-07        |
| GO:0006325 | chromatin organization                              | 5.17E-07        |
| GO:0007010 | cytoskeleton organization                           | 6.29E-06        |
| GO:0000226 | microtubule cytoskeleton organization               | 8.67E-06        |
| GO:0051276 | chromosome organization                             | 1.09E-05        |
| GO:0051726 | regulation of cell cycle                            | 1.13E-05        |
| GO:0010564 | regulation of cell cycle process                    | 0.00003         |
| GO:0006996 | organelle organization                              | 3.04E-05        |
| GO:0009415 | response to water stimulus                          | 0.000051        |
| GO:0007346 | regulation of mitotic cell cycle                    | 9.74E-05        |
| GO:0009865 | pollen tube adhesion                                | 9.75E-05        |
| GO:0051258 | protein polymerization                              | 0.0001          |
| GO:0051225 | spindle assembly                                    | 0.00012         |
| GO:0000910 | cytokinesis                                         | 0.00013         |
| GO:0016043 | cellular component organization                     | 0.00016         |
| GO:0009219 | pyrimidine deoxyribonucleotide metabolic process    | 0.00021         |
| GO:0009221 | pyrimidine deoxyribonucleotide biosynthetic process | 0.00021         |
| GO:0009262 | deoxyribonucleotide metabolic process               | 0.00021         |
| GO:0009263 | deoxyribonucleotide biosynthetic process            | 0.00021         |
| GO:0009265 | 2'-deoxyribonucleotide biosynthetic process         | 0.00021         |
| GO:0009394 | 2'-deoxyribonucleotide metabolic process            | 0.00021         |
| GO:0019692 | deoxyribose phosphate metabolic process             | 0.00021         |
| GO:0046385 | deoxyribose phosphate biosynthetic process          | 0.00021         |
| GO:1901987 | regulation of cell cycle phase transition           | 0.00041         |

|            |                                                                     |         |
|------------|---------------------------------------------------------------------|---------|
| GO:1901990 | regulation of mitotic cell cycle phase transition                   | 0.00041 |
| GO:0007051 | spindle organization                                                | 0.00055 |
| GO:0022402 | cell cycle process                                                  | 0.00057 |
| GO:0006259 | DNA metabolic process                                               | 0.00086 |
| GO:0010035 | response to inorganic substance                                     | 0.00095 |
| GO:0009788 | negative regulation of abscisic acid mediated signaling pathway     | 0.00114 |
| GO:1901420 | negative regulation of response to alcohol                          | 0.00114 |
| GO:0007020 | microtubule nucleation                                              | 0.00121 |
| GO:0009157 | deoxyribonucleoside monophosphate biosynthetic process              | 0.00223 |
| GO:0009162 | deoxyribonucleoside monophosphate metabolic process                 | 0.00223 |
| GO:0009176 | pyrimidine deoxyribonucleoside monophosphate metabolic process      | 0.00223 |
| GO:0009177 | pyrimidine deoxyribonucleoside monophosphate biosynthetic process   | 0.00223 |
| GO:0048285 | organelle fission                                                   | 0.00276 |
| GO:0006022 | aminoglycan metabolic process                                       | 0.00395 |
| GO:0009065 | glutamine family amino acid catabolic process                       | 0.00395 |
| GO:0000280 | nuclear division                                                    | 0.00555 |
| GO:0033205 | cell cycle cytokinesis                                              | 0.00575 |
| GO:0000912 | assembly of actomyosin apparatus involved in cell cycle cytokinesis | 0.0066  |
| GO:0000914 | phragmoplast assembly                                               | 0.0066  |
| GO:0031032 | actomyosin structure organization                                   | 0.0066  |
| GO:0016572 | histone phosphorylation                                             | 0.00684 |
| GO:0010389 | regulation of G2/M transition of mitotic cell cycle                 | 0.0101  |
| GO:0050896 | response to stimulus                                                | 0.01236 |
| GO:0016998 | cell wall macromolecule catabolic process                           | 0.01586 |
| GO:0009308 | amine metabolic process                                             | 0.01709 |
| GO:0000087 | M phase of mitotic cell cycle                                       | 0.0203  |
| GO:0007067 | mitosis                                                             | 0.0203  |
| GO:0000911 | cytokinesis by cell plate formation                                 | 0.02187 |
| GO:0010466 | negative regulation of peptidase activity                           | 0.02232 |
| GO:0051346 | negative regulation of hydrolase activity                           | 0.02232 |
| GO:0052547 | regulation of peptidase activity                                    | 0.02232 |
| GO:0051567 | histone H3-K9 methylation                                           | 0.03359 |
| GO:0006026 | aminoglycan catabolic process                                       | 0.03747 |
| GO:0006030 | chitin metabolic process                                            | 0.03747 |
| GO:0006032 | chitin catabolic process                                            | 0.03747 |
| GO:0046348 | amino sugar catabolic process                                       | 0.03747 |
| GO:1901072 | glucosamine-containing compound catabolic process                   | 0.03747 |
| GO:0048443 | stamen development                                                  | 0.0417  |
| GO:0048466 | androecium development                                              | 0.0417  |
| GO:0051273 | beta-glucan metabolic process                                       | 0.04946 |

---

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S13 Table

**S13 Table. Significant GO terms of DEGs in the biological process category for RS vs. RCK.**

---

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S14 Table

**S14 Table. Significant GO terms of DEGs in the cellular component category for LS vs. LCK.**

| GO term    | GO term annotation                   | <i>P</i> -value |
|------------|--------------------------------------|-----------------|
| GO:0032993 | protein-DNA complex                  | 1.76E-34        |
| GO:0016023 | cytoplasmic membrane-bounded vesicle | 3.78E-31        |
| GO:0031410 | cytoplasmic vesicle                  | 3.96E-31        |
| GO:0031988 | membrane-bounded vesicle             | 4.16E-31        |
| GO:0031982 | vesicle                              | 4.17E-31        |
| GO:0000786 | nucleosome                           | 2.11E-29        |
| GO:0044427 | chromosomal part                     | 1.05E-26        |
| GO:0000785 | chromatin                            | 1.60E-25        |
| GO:0005694 | chromosome                           | 3.49E-18        |
| GO:0009505 | plant-type cell wall                 | 3.74E-13        |
| GO:0005874 | microtubule                          | 5.25E-13        |
| GO:0005576 | extracellular region                 | 1.79E-12        |
| GO:0046658 | anchored to plasma membrane          | 9.17E-12        |
| GO:0015630 | microtubule cytoskeleton             | 2.84E-11        |
| GO:0031226 | intrinsic to plasma membrane         | 3.99E-11        |
| GO:0044430 | cytoskeletal part                    | 1.05E-10        |
| GO:0005856 | cytoskeleton                         | 3.59E-10        |
| GO:0044459 | plasma membrane part                 | 9.89E-08        |
| GO:0005618 | cell wall                            | 3.81E-07        |
| GO:0030312 | external encapsulating structure     | 5.48E-06        |
| GO:0031225 | anchored to membrane                 | 1.85E-05        |
| GO:0030894 | replisome                            | 6.83E-05        |
| GO:0042555 | MCM complex                          | 0.00051         |
| GO:0043601 | nuclear replisome                    | 0.00051         |
| GO:0005875 | microtubule associated complex       | 0.00087         |
| GO:0009504 | cell plate                           | 0.00168         |
| GO:0043596 | nuclear replication fork             | 0.00702         |
| GO:0005657 | replication fork                     | 0.00763         |
| GO:0044454 | nuclear chromosome part              | 0.01119         |
| GO:0071944 | cell periphery                       | 0.01229         |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S15 Table

**S15 Table. Significant GO terms of DEGs in the cellular component category for RS vs. RCK.**

| GO term    | GO term annotation                           | <i>P</i> -value |
|------------|----------------------------------------------|-----------------|
| GO:0005840 | ribosome                                     | 6.37E-258       |
| GO:0030529 | ribonucleoprotein complex                    | 3.79E-226       |
| GO:0009579 | thylakoid                                    | 3.37E-217       |
| GO:0022626 | cytosolic ribosome                           | 8.70E-203       |
| GO:0044445 | cytosolic part                               | 1.80E-192       |
| GO:0043228 | non-membrane-bounded organelle               | 1.49E-191       |
| GO:0043232 | intracellular non-membrane-bounded organelle | 1.49E-191       |
| GO:0044436 | thylakoid part                               | 3.27E-183       |
| GO:0034357 | photosynthetic membrane                      | 1.70E-180       |
| GO:0044391 | ribosomal subunit                            | 3.82E-165       |
| GO:0042651 | thylakoid membrane                           | 7.39E-147       |
| GO:0032991 | macromolecular complex                       | 5.81E-146       |
| GO:0009507 | chloroplast                                  | 1.06E-145       |
| GO:0031984 | organelle subcompartment                     | 3.93E-141       |
| GO:0009534 | chloroplast thylakoid                        | 4.70E-141       |
| GO:0031976 | plastid thylakoid                            | 4.70E-141       |
| GO:0009535 | chloroplast thylakoid membrane               | 1.47E-140       |
| GO:0055035 | plastid thylakoid membrane                   | 3.30E-140       |
| GO:0044446 | intracellular organelle part                 | 1.09E-135       |
| GO:0044422 | organelle part                               | 2.32E-135       |
| GO:0009521 | photosystem                                  | 8.13E-106       |
| GO:0044435 | plastid part                                 | 9.41E-102       |
| GO:0044434 | chloroplast part                             | 2.17E-101       |
| GO:0005829 | cytosol                                      | 9.61E-96        |
| GO:0005730 | nucleolus                                    | 2.09E-94        |
| GO:0022625 | cytosolic large ribosomal subunit            | 5.01E-88        |
| GO:0015934 | large ribosomal subunit                      | 1.18E-86        |
| GO:0044444 | cytoplasmic part                             | 6.34E-80        |
| GO:0005737 | cytoplasm                                    | 8.05E-77        |
| GO:0010287 | plastoglobule                                | 2.50E-75        |
| GO:0015935 | small ribosomal subunit                      | 1.95E-74        |
| GO:0009526 | plastid envelope                             | 1.32E-71        |
| GO:0009941 | chloroplast envelope                         | 5.28E-71        |
| GO:0009522 | photosystem I                                | 3.01E-67        |
| GO:0009532 | plastid stroma                               | 3.39E-67        |
| GO:0009570 | chloroplast stroma                           | 3.43E-65        |
| GO:0009536 | plastid                                      | 1.84E-62        |
| GO:0022627 | cytosolic small ribosomal subunit            | 2.73E-60        |
| GO:0005618 | cell wall                                    | 3.59E-56        |
| GO:0048046 | apoplast                                     | 6.66E-55        |
| GO:0030312 | external encapsulating structure             | 1.55E-52        |
| GO:0005576 | extracellular region                         | 1.09E-51        |

|            |                                                                             |            |
|------------|-----------------------------------------------------------------------------|------------|
| GO:0031967 | organelle envelope                                                          | 3.61E-51   |
| GO:0031981 | nuclear lumen                                                               | 4.83E-51   |
| GO:0009523 | photosystem II                                                              | 2.17E-50   |
| GO:0070013 | intracellular organelle lumen                                               | 3.01E-50   |
| GO:0043233 | organelle lumen                                                             | 3.38E-50   |
| GO:0031974 | membrane-enclosed lumen                                                     | 3.78E-49   |
| GO:0031975 | envelope                                                                    | 1.94E-48   |
| GO:0044428 | nuclear part                                                                | 1.45E-40   |
| GO:0016020 | membrane                                                                    | 9.91E-38   |
| GO:0009538 | photosystem I reaction center                                               | 2.21E-29   |
| GO:0043229 | intracellular organelle                                                     | 6.4E-28    |
| GO:0043226 | organelle                                                                   | 7.29E-28   |
| GO:0010319 | stromule                                                                    | 1.48E-27   |
| GO:0031977 | thylakoid lumen                                                             | 7.66E-27   |
| GO:0005773 | vacuole                                                                     | 8.34E-23   |
| GO:0044424 | intracellular part                                                          | 2.08E-21   |
| GO:0009654 | oxygen evolving complex                                                     | 6.7E-21    |
| GO:0009503 | thylakoid light-harvesting complex                                          | 1.6E-18    |
| GO:0030076 | light-harvesting complex                                                    | 4.1E-18    |
| GO:0071944 | cell periphery                                                              | 6.09E-17   |
| GO:0005622 | intracellular                                                               | 8.57E-16   |
| GO:0009783 | photosystem II antenna complex                                              | 7.04E-15   |
| GO:0045261 | proton-transporting ATP synthase complex, catalytic core F(1)               | 1.11E-13   |
| GO:0033178 | proton-transporting two-sector ATPase complex, catalytic domain             | 1.8E-13    |
| GO:0031982 | vesicle                                                                     | 2.35E-13   |
| GO:0031988 | membrane-bounded vesicle                                                    | 2.98E-13   |
| GO:0045259 | proton-transporting ATP synthase complex                                    | 5.64E-13   |
| GO:0016023 | cytoplasmic membrane-bounded vesicle                                        | 7.56E-13   |
| GO:0031410 | cytoplasmic vesicle                                                         | 7.8E-13    |
| GO:0009543 | chloroplast thylakoid lumen                                                 | 9.69E-13   |
| GO:0031978 | plastid thylakoid lumen                                                     | 9.69E-13   |
| GO:0009517 | PSII associated light-harvesting complex II                                 | 2.18E-11   |
| GO:0016469 | proton-transporting two-sector ATPase complex                               | 5.06E-11   |
| GO:0009533 | chloroplast stromal thylakoid                                               | 6.75E-11   |
| GO:0005623 | cell                                                                        | 2.3E-08    |
| GO:0044464 | cell part                                                                   | 2.3E-08    |
| GO:0005886 | plasma membrane                                                             | 2.87E-08   |
| GO:0000275 | mitochondrial proton-transporting ATP synthase complex, catalytic core F(1) | 0.00000405 |
| GO:0030686 | 90S preribosome                                                             | 0.0000113  |
| GO:0005754 | mitochondrial proton-transporting ATP synthase, catalytic core              | 0.0000165  |
| GO:0045267 | proton-transporting ATP synthase, catalytic core                            | 0.0000165  |
| GO:0009512 | cytochrome b6f complex                                                      | 0.0000458  |
| GO:0005753 | mitochondrial proton-transporting ATP synthase complex                      | 0.0000954  |
| GO:0030684 | preribosome                                                                 | 0.00103    |

|            |                                                      |         |
|------------|------------------------------------------------------|---------|
| GO:0009573 | chloroplast ribulose biphosphate carboxylase complex | 0.0011  |
| GO:0048492 | ribulose biphosphate carboxylase complex             | 0.0011  |
| GO:0043231 | intracellular membrane-bounded organelle             | 0.00126 |
| GO:0031012 | extracellular matrix                                 | 0.00129 |
| GO:0043227 | membrane-bounded organelle                           | 0.00133 |
| GO:0009782 | photosystem I antenna complex                        | 0.00237 |
| GO:0005856 | cytoskeleton                                         | 0.0024  |
| GO:0030054 | cell junction                                        | 0.00369 |
| GO:0005911 | cell-cell junction                                   | 0.00458 |
| GO:0009506 | plasmodesma                                          | 0.00458 |
| GO:0055044 | symplast                                             | 0.00458 |
| GO:0044437 | vacuolar part                                        | 0.02749 |
| GO:0030095 | chloroplast photosystem II                           | 0.02822 |
| GO:0032040 | small-subunit processome                             | 0.03088 |
| GO:0005884 | actin filament                                       | 0.03291 |

---

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S16 Table

**S16 Table. Significant GO terms of DEGs in molecular function category for LS vs. LCK.**

| GO term    | GO term annotation                                           | <i>P</i> -value |
|------------|--------------------------------------------------------------|-----------------|
| GO:0046982 | protein heterodimerization activity                          | 2.36E-18        |
| GO:0016798 | hydrolase activity, acting on glycosyl bonds                 | 1.33E-13        |
| GO:0004553 | hydrolase activity, hydrolyzing O-glycosyl compounds         | 3.21E-13        |
| GO:0003677 | DNA binding                                                  | 8.58E-12        |
| GO:0046983 | protein dimerization activity                                | 2.17E-10        |
| GO:0005200 | structural constituent of cytoskeleton                       | 3.61E-10        |
| GO:0004857 | enzyme inhibitor activity                                    | 1.58E-08        |
| GO:0042973 | glucan endo-1,3-beta-D-glucosidase activity                  | 2.43E-07        |
| GO:0003777 | microtubule motor activity                                   | 1.32E-06        |
| GO:0003774 | motor activity                                               | 2.09E-06        |
| GO:0052692 | raffinose alpha-galactosidase activity                       | 5.77E-06        |
| GO:0004867 | serine-type endopeptidase inhibitor activity                 | 8.31E-06        |
| GO:0016762 | xyloglucan:xyloglucosyl transferase activity                 | 2.02E-05        |
| GO:0030414 | peptidase inhibitor activity                                 | 3.22E-05        |
| GO:0061134 | peptidase regulator activity                                 | 3.22E-05        |
| GO:0016760 | cellulose synthase (UDP-forming) activity                    | 4.08E-05        |
| GO:0004866 | endopeptidase inhibitor activity                             | 8.24E-05        |
| GO:0061135 | endopeptidase regulator activity                             | 8.24E-05        |
| GO:0016491 | oxidoreductase activity                                      | 0.00024         |
| GO:0016757 | transferase activity, transferring glycosyl groups           | 0.00072         |
| GO:0016759 | cellulose synthase activity                                  | 0.00091         |
| GO:0005515 | protein binding                                              | 0.00107         |
| GO:0004568 | chitinase activity                                           | 0.00232         |
| GO:0005506 | iron ion binding                                             | 0.00304         |
| GO:0003979 | UDP-glucose 6-dehydrogenase activity                         | 0.00757         |
| GO:0008061 | chitin binding                                               | 0.01413         |
| GO:0097367 | carbohydrate derivative binding                              | 0.01413         |
| GO:0030234 | enzyme regulator activity                                    | 0.01458         |
| GO:0016231 | beta-N-acetylglucosaminidase activity                        | 0.01667         |
| GO:0034387 | 4-aminobutyrate:pyruvate transaminase activity               | 0.01789         |
| GO:0050378 | UDP-glucuronate 4-epimerase activity                         | 0.01789         |
| GO:0009055 | electron carrier activity                                    | 0.02568         |
| GO:0016645 | oxidoreductase activity, acting on the CH-NH group of donors | 0.03511         |
| GO:0008422 | beta-glucosidase activity                                    | 0.04118         |
| GO:0004014 | adenosylmethionine decarboxylase activity                    | 0.0444          |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S17 Table

**S17 Table. Significant GO terms of DEGs in molecular function category for RS vs. RCK.**

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S18 Table

**S18 Table. The significant GO terms of DEGs for the cellular component category both in the LS vs. LCK and RS vs. RCK.**

| GO term    | GO term annotation                   |
|------------|--------------------------------------|
| GO:0071944 | cell periphery                       |
| GO:0005618 | cell wall                            |
| GO:0016023 | cytoplasmic membrane-bounded vesicle |
| GO:0031410 | cytoplasmic vesicle                  |
| GO:0005856 | cytoskeleton                         |
| GO:0030312 | external encapsulating structure     |
| GO:0005576 | extracellular region                 |
| GO:0031988 | membrane-bounded vesicle             |
| GO:0031982 | vesicle                              |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S19 Table

**S19 Table. The significant GO terms of DEGs for the molecular function category both in the LS vs. LCK and RS vs. RCK.**

| GO term    | GO term annotation                           |
|------------|----------------------------------------------|
| GO:0004568 | chitinase activity                           |
| GO:0004857 | enzyme inhibitor activity                    |
| GO:0004866 | endopeptidase inhibitor activity             |
| GO:0004867 | serine-type endopeptidase inhibitor activity |
| GO:0005200 | structural constituent of cytoskeleton       |
| GO:0008061 | chitin binding                               |
| GO:0009055 | electron carrier activity                    |
| GO:0016231 | beta-N-acetylglucosaminidase activity        |
| GO:0016491 | oxidoreductase activity                      |
| GO:0016760 | cellulose synthase (UDP-forming) activity    |
| GO:0030414 | peptidase inhibitor activity                 |
| GO:0061134 | peptidase regulator activity                 |
| GO:0061135 | endopeptidase regulator activity             |
| GO:0097367 | carbohydrate derivative binding              |

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S20 Table

**S20 Table. Significant KO terms of DEGs in the LS vs. LCK (*Q*-value < 0.05).**

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S21 Table

**S21 Table. Significant KO terms of DEGs in the RS vs. RCK (*Q*-value < 0.05).**

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S26 Table

**S26 Table . List of the same up-regulated genes among the LS, RS, shoots, and roots.**

---

# Supplementary material for: Transcriptome Analysis of Salt Stress Responsiveness in the Seedlings of Dongxiang Wild Rice (Oryza rufipogon Griff.)
**Source:** PLoS One. 2016 Jan 11;11(1):e0146242. doi: 10.1371/journal.pone.0146242
**Supplement:** S27 Table

**S27 Table. List of the same down-regulated genes among the LS, RS, shoots, and roots.**

How the deposited data were processed for this re-analysis (not part of the article)

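The measurements are RNA-Seq read counts from 4 cDNA libraries of DXWR seedlings, LCK and LS from penultimate leaves and RCK and RS from total roots. LS and RS came from seedlings kept for 3 days in 200 mM NaCl, and LCK and RCK from seedlings in control solution. Equal quantities of RNA from 3 biological replicates were pooled before sequencing, so each condition is 1 library. The paper gives 10 seedlings per replicate and the sample labels give 3. Samples were assigned to conditions from the labels and the methods.

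The authors sequenced the libraries as paired-end reads on the Illumina HiSeq platform, removed low-quality reads with a Perl program and mapped the rest to the Nipponbare genome and its annotated genes. The deposited counts are the reads that the authors matched uniquely to each annotated transcript, with up to 5 mismatches and without normalization. Single reads rather than pairs appear to have been counted. The paper's text does not name the aligner used for the genes, the program used for counting or the annotation release. Transcripts with 0 reads are not listed, and they were given 0 reads wherever another library listed them. The deposited RPKM values were calculated by the authors as reads per kilobase of transcript and scaled by the uniquely gene-matched reads of the library, and they equal the values recalculated from the counts. The deposited coverage score was calculated by the authors as the percentage of the transcript length covered by reads. It is called a score because 1 transcript in each of LCK, LS and RS has a value just above 100. Reads matching more than 1 gene were left out by the authors, so genes with near-identical copies, such as members of the transcription factor families, are counted from their distinctive parts and their values are uncertain.

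A total of 17816293 reads in LCK, 17894359 in LS, 16812042 in RCK and 17071704 in RS were counted, and each total equals the unique gene matches given in Table 2. The smallest level shown at this depth, 3 reads, is 0.168, 0.168, 0.178 and 0.176 RPM (reads scaled by the counted reads of the library). The 95% interval of a log2 ratio was obtained from the Wilson interval of the salt-treated library's share of a transcript's reads. Reads carry no molecular identifiers, so intervals and smallest levels cover counting error only. Where both reads of a pair were counted, they were treated as independent. To that extent the intervals are too narrow and the FDRs too small even for counting error.

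LS was compared with LCK, and RS with RCK, transcript by transcript. The Audic-Claverie test was applied to the counts, two-sided as the smaller tail multiplied by 2, with Benjamini-Hochberg adjustment over the 36033 transcripts in leaves and 35253 in roots that had at least 1 read in either library. A transcript was called at an FDR of 0.001 or less and a log2 RPKM ratio of at least 1 in size. These are the thresholds of the paper's methods. An RPKM of 0 was set to 0.001, which those methods do not state. The paper's text does not name the test, and this one was chosen because it gives the p-values listed in S1, S2, S3 and S4 Tables. It compares a pair of libraries, not the conditions, because differences between plants do not enter it. The quasi-likelihood test of edgeR could not be fitted, since 1 library per condition leaves no residual degrees of freedom.

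A locus was counted as called if any of its transcripts was called. It is represented by the transcript called in the listed direction with the most reads, or failing that by the called one, or by the one with the most reads. Every gene that the paper names by an identifier, or by a name paired with one in its tables, is reported beside a sentence on it or on its gene family. Tables with many genes, Table 3 among them, are represented by the genes named in the text and by the largest rise and the largest fall in log2 ratio among listed genes with at least 100 reads in the higher library. General summaries give the 3 largest rises and the 3 largest falls per tissue among called transcripts, by the log2 ratio with 1 read added to each count. Gene names were taken from the paper's tables.

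Gene sets were built from words in the descriptions of the Nipponbare lists, S22 to S25 Tables, so their members are genes listed there as responding to salt in Nipponbare. Transcripts with fewer than 10 reads over a pair of libraries were left out. The median log2 ratio of a set is given with its percentile among 10000 random lists of the same size matched on mean expression. This percentile describes these libraries and is not a p-value.

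The Audic-Claverie test was run on simulated counts drawn from the library totals and a mean share per transcript. That share was pooled over leaves and roots, so tissue-specific expression was not simulated. Changes were planted only in transcripts above a minimum of expected reads, so recovery at low counts was not measured. With 200 transcripts changed by a factor of 4 and counting error only, it recovered 199 in the leaves and 199 in the roots, with 1 and 0 false calls. With no changes and a biological coefficient of variation (BCV) of 0.2 between libraries, it made 506 false calls in the leaves and 489 in the roots, and with a BCV of 0.4 it made 5072 and 4916. The edgeR exact test with an assumed BCV of 0.2 recovered 41.0% of the changes by a factor of 4 in the leaves and 40.5% in the roots when the counts were simulated with that spread, and 0 in both tissues when they were simulated with counting error only. Calls lost under that setting are thus in part a limit of its power. The simulated BCV applies to whole libraries, and pooling of seedlings makes it smaller than the spread between single seedlings. Counts with changes by a factor of 16 were simulated with a BCV of 0.2. The edgeR exact test with an assumed BCV of 0.2 recovered 198 of these 200 changes in the leaves and 200 in the roots. With an assumed BCV of 0.4 it recovered 0 of them in both tissues, so few calls under that setting are a limit of the design.

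The alternatives were TMM effective library sizes (edgeR), DESeq2 median-of-ratios size factors, at least 10 reads in either library, 1 read added to both counts, the edgeR exact test with an assumed BCV of 0.1, 0.2 or 0.4, an FDR of 0.05, a log2 ratio of at least 2, and transcripts summed to genes. For strongly up-regulated transcription factor genes the log2 ratio of more than 3 was replaced by more than 4. Gene sets were also computed with TMM and with at least 100 reads over the pair. Reads thinned by a factor of 10, random lists drawn from described transcripts and, for the ratio of up- to down-regulated transcripts, library totals without the 100 most abundant transcripts of each library were added after seeing the data. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

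Gene Ontology and KEGG terms, assembly of unannotated transcripts, sequence variants, qRT-PCR values and the Nipponbare reads were not analysed here. The part of S28 Table that could be read covers 153 of the 276 listed genes. Genes that the paper names without an identifier were left out.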

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

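The comparison of the rise in RS with the leaf level and the count of opposite calls in simulated data were chosen only after the result was seen. A total of 41 transcripts were up-regulated in the leaves and down-regulated in the roots, and 201 were down-regulated in the leaves and up-regulated in the roots. They stand out because the same treatment went in opposite directions in the tissues. With 1 library per condition the difference was not tested, and this holds for every transcript and gene given here. With TMM library sizes the numbers were 64 and 135, and with an assumed BCV of 0.2 they were 1 and 15.

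A total of 9 of these transcripts had a log2 RPKM ratio above 3 in size in both tissues. On the log2 scale with 1 read added to each count, the ratio in the roots minus that in the leaves was 10.80 for LOC_Os03g37290.1, which had 28 reads in LCK, 2 in LS, 0 in RCK and 185 in RS. Of the 9, LOC_Os06g31800.1 had the highest counts, with 125 reads in LCK, 9 in LS, 297 in RCK and 3153 in RS, and a difference of 7.04. The difference was 7.97 for LOC_Os10g41040.2, 7.65 for LOC_Os09g13440.1, 6.89 for LOC_Os12g28177.1 and 6.06 for LOC_Os09g19229.1. For LOC_Os10g13430.1 it was 7.59, but this transcript had 14 reads in LCK and 12 in RS and 0 in LS and RCK. Its root call was lost with TMM, where the Audic-Claverie FDR was 0.00116. A pair of transcripts went the other way, LOC_Os01g42110.1 with -7.41 and LOC_Os01g47440.1 with -7.18.

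Among the transcription factor genes of Table 3 and S5 to S9 Tables, 7 were called in opposite directions. Higher in the roots than in the leaves were the ratios of the MYB-type genes LOC_Os01g16810 (difference 6.06), LOC_Os01g49160 (3.53) and LOC_Os01g41900 (2.60), of ONAC066 (3.12) and of OsBIERF3 (2.47). Lower in the roots were those of the MYB-type genes LOC_Os07g37210 (-2.92) and LOC_Os06g14670 (-2.82). With TMM the leaf ratio of OsBIERF3 was -0.88 and that of LOC_Os01g41900 was -0.79, and neither was then called in the leaves. The other 5 kept both calls with TMM and with DESeq2's size factors.

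Most of these transcripts rest on few reads in at least 1 tissue, since 99 of the 242, or 40.9%, had at least 100 reads in the higher library of each tissue. The Audic-Claverie test allows for counting error only. In simulated counts with no change, a BCV of 0.2 gave 506 calls in the leaves and 489 in the roots, of which 8 transcripts were called in opposite directions. A BCV of 0.4 gave 5072 and 4916 calls, with 558 transcripts in opposite directions and 535 in the same direction, against the 242 and 1635 observed. Each simulated transcript had the same mean share in leaves and roots, so tissue-specific expression was left out. The simulated numbers called in both tissues are therefore not directly comparable with those observed. The simulated BCV applies to whole libraries. Pooling of 3 biological replicates of several seedlings makes the spread between libraries smaller than that between plants, and the BCV of 0.2 gave far fewer opposite calls than observed. The spread between such libraries is not known, so a part of the 242 due to it was not determined.

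Leaf RNA carried into RS was weighed for those down-regulated in leaves and up-regulated in roots. Of the 201, 14, or 6.97%, had an RPKM in RS of 20% or less of that in LCK, but RS includes the root's own expression, so this share decides nothing. In RPM, the rise from RCK to RS was 20% or less of the higher leaf level in 23 of the 201, or 11.4%, and above the whole leaf level in 108. Leaf RNA at the measured leaf level cannot give a rise above that level, so it did not account for these 108. It remains open for the others. Low counts and the spread between libraries remain open, as do a batch effect and reads shared between paralogs, which were not tested, and no biological explanation is offered.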

How the results depend on the processing

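The alternatives were chosen before the data were examined, except the reads thinned by a factor of 10 and the random lists from described transcripts, which were chosen after seeing the data. Library totals without the most abundant transcripts, also chosen after, were applied only to the ratios of up- to down-regulated transcripts given among the other observations. No paired analysis was possible because each condition is 1 library of pooled RNA. For each change given here the cause was not tested.

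Of the 12 numbers of transcripts or genes compared, 12 stayed within 1.5 times with 1 read added, with at least 10 reads in either library and with transcripts summed to genes. With TMM, with DESeq2's size factors and with an assumed BCV of 0.1, 11 did. The exception was the number of transcripts up in leaves and down in roots, 41 as reported, which became 64 with TMM, 63 with DESeq2's size factors and 27 with the BCV of 0.1. With an FDR of 0.05, 10 stayed within 1.5 times, and this number became 98 and that of transcripts down in leaves and up in roots became 347 in place of 201.

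An assumed BCV of 0.2 left 1 of the 12 numbers within 1.5 times, and a BCV of 0.4 and a log2 ratio of at least 2 left 0 each. With a BCV of 0.2, 934 transcripts were up-regulated and 1771 down-regulated in the leaves, in place of 2216 and 4651, and 1292 and 491 in the roots, in place of 3105 and 1883. In both tissues 282 were up-regulated and 79 down-regulated, in place of 892 and 743, and 1 was up in leaves and down in roots and 15 the reverse. There remained 73 of the 210 calls of Table 3 and S5 to S9 Tables, 30 of the 67 genes shared with Nipponbare in all 4 sets, and 69 of the 153 transcripts in the QTL intervals. The 46 strongly up-regulated transcription factor genes became 32, which is within 1.5 times. With a BCV of 0.4, the leaves had 187 up and 287 down and the roots 175 up and 16 down, 26 were up-regulated in both tissues, and 0 were down-regulated in both or called in opposite directions. In the same order, 8 table calls, 2 shared genes and 7 QTL transcripts remained, and 1 strongly up-regulated gene. In simulated counts this setting recovered 0 of 200 changes by a factor of 16, so it has little power in this design. The BCV of 0.2 recovered 0 of 200 changes by a factor of 4 where the simulated counts had counting error only. With a simulated BCV of 0.2 it recovered 41.0% of such changes in the leaves and 40.5% in the roots. Of 200 changes by a factor of 16 it then recovered 198 and 200, so its power is limited for smaller changes. Changes were simulated only in transcripts above a minimum of expected reads, so its power at low counts was not measured. A call lost with it is not shown to be false.

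With a log2 ratio of at least 2, the leaves had 1079 up and 2106 down and the roots 1623 up and 622 down. The numbers were 331 up and 109 down in both tissues, 5 up in leaves and down in roots, and 35 the reverse. Table calls numbered 83, shared genes 28 and QTL transcripts 87, and 18 transcription factor genes had a ratio above 4. Depth also limits the calls. With the reads thinned by a factor of 10, chosen after seeing the data, 998 transcripts were up and 1754 down in the leaves and 1115 up and 761 down in the roots.

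The leaves had more down- than up-regulated transcripts and the roots more up- than down-regulated ones under each of these settings. The ratio of down to up in the leaves was 2.10 as reported and lowest with TMM (1.10). The ratio of up to down in the roots was 1.65 as reported, lowest with TMM (1.41) and highest with the BCV of 0.4 (10.9).

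For the 14 results of gene sets, TMM left each on its side of the random lists, although the median of the heat shock set in the roots changed from 0.0525 to just below 0. With at least 100 reads over the pair, 3 sets in the leaves no longer lay outside the 95% range of the random lists. These were transporter (median log2 ratio -0.0256, percentile 95.7), peroxidase (-0.68, percentile 3.13) and heat shock (0.14, percentile 95.8). The trehalose set in the leaves (-0.33) moved from percentile 48.9 to 55.4 and the heat shock set in the roots (0.0525) from 45.0 to 56.1. The side of the middle changed there, but both lay well within the random range. Against random lists from described transcripts, chosen after seeing the data, 4 sets in the leaves no longer lay outside the range. These were photosynthesis (0.74, percentile 95.6), transporter (0.11, percentile 76.0), WRKY (0.33, percentile 91.0) and heat shock (0.28, percentile 91.0).

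Named transcripts gave 280 results by tissue, of which 249 were calls. Of these calls 248 remained with 1 read added, 240 with TMM, 241 with DESeq2's size factors, 249 with at least 10 reads, and 233, 150 and 32 with a BCV of 0.1, 0.2 and 0.4. A single direction changed, that of LOC_Os01g67410.1 in the roots, which was not called and went from 0.05 to -0.00358 with TMM.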

Differences from the paper's values

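Every alternative used for these comparisons was set before the data were examined, and the values of the other transcripts of these loci were compared only after the result was seen. Of the 256 log2 ratios listed in the paper's tables and recalculated from the counts, 4 differed from the paper's by more than 0.01. Of the 4, 2 differed by more than the counting error (1 standard error, from the Wilson interval). In both cases the paper's value equals that of another transcript of the locus. The gap thus reflects the transcript chosen, and counting error is not a measure of it. The 37 numbers of genes and shares that were set beside the paper's were equal or within 1.5 times.

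For OsC3H54 (LOC_Os08g03310) in the leaves, the paper's log2 ratio in S5 Table is 2.49 and the recalculated value is 2.22, from the called transcript with the most reads, LOC_Os08g03310.5. With TMM the value was 2.47 and with DESeq2's size factors 2.46, and both fall within the paper's. With 1 read added it was 2.20, and with at least 10 reads in either library and an assumed BCV of 0.1, 0.2 or 0.4 it was 2.22, and these did not close the gap. LOC_Os08g03310.6 had 24 reads in LCK and 135 in LS and a log2 ratio of 2.49, equal to the paper's value. This transcript was looked at after seeing the values.

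For OsZIP11 (LOC_Os01g64020) in the roots, the paper's log2 ratio in S8 Table is 1.77 and the recalculated value is 1.23, from LOC_Os01g64020.1 with 532 reads in RCK and 1271 in RS. The value was 1.18 with TMM, 1.19 with DESeq2's size factors, and 1.23 with 1 read added, with at least 10 reads in either library and with each assumed BCV. None of the alternatives set before the data were examined closed the gap. LOC_Os01g64020.2, with 24 reads in RCK and 83 in RS, had a log2 ratio of 1.77, equal to the paper's value, and it was looked at after seeing the values.

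The other pair of values differed by less than the counting error. For the AP2 gene LOC_Os06g43220 in the leaves, the paper's log2 ratio in S9 Table is -3.78 and the recalculated value is -3.38, from LOC_Os06g43220.1 with 62 reads in LCK and 6 in LS, the single transcript of the locus with reads. With 1 read added, TMM or DESeq2's size factors it lay further from the paper's value, and with at least 10 reads in either library and with each assumed BCV it was -3.38. For the MYB-type gene LOC_Os01g09280 in the leaves, the paper's value in S7 Table is 1.23 and the recalculated value is 1.27, from LOC_Os01g09280.1 with 525 reads in LCK and 1269 in LS. With TMM or DESeq2's size factors it lay further from the paper's value, and with the other alternatives it was 1.27. None of them gave the paper's value for either gene.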

Other observations

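The test of a constant share of leaf RNA in RS, the library totals without the most abundant transcripts, the split by library of transcripts with 0 reads in one library, and the random lists for Nipponbare genes called in the opposite direction were chosen only after the result was seen. Down-regulated transcripts outnumbered up-regulated ones in the leaves by a ratio of 2.10. The 10 most abundant transcripts took 6.99% of the reads in LS and 3.90% in LCK. Library totals without the 100 most abundant transcripts of each library moved the log2 ratios by 0.09 and gave a ratio of 1.67, so abundant transcripts accounted for part of the excess. TMM moved the log2 ratios by 0.26 and gave a ratio of 1.10. TMM assumes that most transcripts do not change, so a true shift of many transcripts would be removed in the same way. The ratio was 1.54, 2.35 and 2.53 in short, middle and long transcripts, so transcript length did not account for all of the excess, but the ratio rose with length and length may contribute. Low counts did not account for it, with a ratio of 2.11 among transcripts with at least 100 reads. The median coverage of transcripts with nearly equal levels was 0.75 percentage points higher in LS, but at 93.1% in LCK and 93.9% in LS it was near its ceiling, so that RNA integrity cannot be judged from it. The rise of the ratio with length also bears on RNA integrity. What remains without the abundant transcripts cannot be told apart from a difference in scaling over many transcripts or from lower RNA integrity.

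In the roots, up-regulated transcripts outnumbered down-regulated ones by a ratio of 1.65. The ratio was 1.41 with TMM, 1.54 or more in short, middle and long transcripts, and 1.52 among transcripts with at least 100 reads. Without the 100 most abundant transcripts of each library in the totals it was 1.54. Library composition is thus a candidate explanation for part of the excess, but not for all of it. Transcript length and low counts did not account for all of it either. The median coverage differed by 0.35 percentage points between RS and RCK, again near its ceiling, so RNA integrity remains open. A batch difference between the libraries and the variation between plants were not tested, and 1 library per condition cannot separate them from the treatment.

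The transcripts described as photosynthetic in the Nipponbare lists had 1385 reads in RCK and 12888 in RS. The median log2 ratio of the 18 transcripts (1 read added to each count) was 3.48, above all of 10000 random lists, and 17 rose. Leaf RNA in RS was tested on transcripts outside this set with 10% or less as many reads in roots as in leaves. Of 608 such transcripts 520, or 85.5%, rose in the roots, with a median log2 ratio of 1.40, and 365 were up-regulated and 31 down-regulated. This is below the share set in advance for leaf RNA as the only cause, but most of them did rise. A constant share of leaf RNA would give a similar rise in RS per read in LS for each transcript. For 378 leaf-specific transcripts with at least 100 reads in the roots, the photosynthesis set included, the median was 3.48%, with quartiles of 1.46% and 5.69%, and 55.8% lay within 2 times of the median, fewer than set for a constant share. A constant share therefore does not describe all of the rise, but some leaf or other green tissue in RS remains a candidate explanation. A response of the roots to salt cannot be told apart from it here. In the leaves the same set had a median of 0.74 and percentile 99.9, and percentile 95.6 against random lists from described transcripts.

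Transcripts described as WRKY in the Nipponbare lists had a median log2 ratio of 1.07 in the roots, where 19 of 24 rose and 11 were up-regulated, and of 0.33 in the leaves, at percentiles 100 and 98.7 of the random lists. With TMM the medians were 1.01 and 0.58. The heat shock set had a median of 0.28 in the leaves (percentile 99.3) and 0.05 in the roots (percentile 45.0), and the root value fell just below 0 with TMM. The difference between the tissues was not tested. Members of both sets were listed as responding to salt in Nipponbare. Against random lists from described transcripts, chosen after seeing the data, both leaf values lay at percentile 91.0, within the random range.

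A total of 99 cases had at least 100 reads in one library of a tissue and 0 in the other. Of these, 36 were detected in LCK, 30 in LS, 4 in RCK and 29 in RS. Reads moving between transcripts of one locus could not be tested, because 96 lie at loci with 1 transcript listed, and 0% had a second transcript changing in the opposite direction. Genetic differences between the control and salt-treated seedlings, which a wild accession might have, should give the same absence in the other tissue. Of 60 cases with at least 20 reads in the other tissue, 14, or 23.3%, had almost none of those reads under the treatment that lacked the transcript. The 14 were unevenly spread. They were 10 of the 14 detected in LS, 3 of the 18 in RS, 1 of the 2 in RCK and 0 of the 26 in LCK. Such differences, or a response to salt shared by both tissues, therefore remain open for most of the transcripts detected in LS but not in LCK, and for the 39 without enough reads. They did not account for those detected in LCK but not in LS that could be tested.

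The genes of the Nipponbare lists were more often called in the same direction in DXWR than random lists of equal expression. All 8 overlaps lay outside the 95% range of 10000 random lists, so expression level alone did not account for them. The highest ratio to the median of the random lists was 3.51, for 172 genes up-regulated in LS and in Nipponbare shoots against 49 (95% range 37 to 62). The lowest was 1.20, for 238 genes down-regulated in LS and in Nipponbare roots against 199 (175 to 223). Genes of the lists that were called in the opposite direction were set against random lists in the same way. Of these 8 overlaps, 3 lay above the 95% range, 1 within it and 4 below. Genes up-regulated in Nipponbare were less often down-regulated in DXWR than the random lists, with 175 for LS and Nipponbare roots against a median of 213 (189 to 237) and 43 for RS and Nipponbare roots against 91 (74 to 108). Those down-regulated in Nipponbare roots were more often up-regulated in DXWR, with 191 in RS against 142 (121 to 163) and 114 in LS against 89 (72 to 107), and those down-regulated in shoots numbered 29 in LS against 20 (12 to 28). The 32 genes down-regulated in shoots and up-regulated in RS lay within the range, against 26 (17 to 36). For LS the same- and opposite-direction ratios to the random medians were alike, with 1.49 and 1.45 (shoots) and 1.20 and 1.28 (roots). A general responsiveness of the genes in either direction therefore remains a candidate explanation for the overlaps of the down-regulated lists with LS. For RS the ratios were 2.81 and 1.23 (shoots) and 2.60 and 1.35 (roots), which argues against responsiveness as the whole of those overlaps.

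In the 7 QTL intervals, 331 transcripts were called between the first and the last listed transcript analysed here. The 2 ends of each span are listed genes and so called by construction. Without them 317 were called. Random windows with the same numbers of transcripts had a median of 303 (95% range 257 to 345), and 317 lay at percentile 74.4. No higher density of called transcripts was thus detectable in the tested spans. They hold 153 of the 276 listed genes, and 22 of the 82 of qST1, so the test does not cover the whole intervals. All 153 listed transcripts analysed here were up-regulated in at least 1 tissue, while 176 transcripts in the same spans were only down-regulated.

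Depth was tested as a reason for the longer lists of DXWR. With the reads thinned by a factor of 10, a setting chosen after seeing the data, 2 of the 4 lists were still longer than the Nipponbare list for the same direction and organ. In the leaves 998 were up-regulated and 1754 down-regulated, against 665 and 296 entries for Nipponbare shoots. In the roots 1115 and 761 were called, against 1365 and 1425. The depth of the Nipponbare libraries was not analysed here, so depth remains open for both the leaves and the roots.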
